# A local translation program regulates centriole amplification in the airway epithelium

**DOI:** 10.1038/s41598-023-34365-8

**Published:** 2023-05-01

**Authors:** Helu Liu, Huijun Li, Zhihua Jiang, Shibo Jin, Rui Song, Ying Yang, Jun Li, Jingshu Huang, Xiaoqing Zhang, Xuesong Dong, Munemasa Mori, Marvin J. Fritzler, Lin He, Wellington V. Cardoso, Jining Lu

**Keywords:** Cell biology, Developmental biology

## Abstract

Biogenesis of organelles requires targeting of a subset of proteins to specific subcellular domains by signal peptides or mechanisms controlling mRNA localization and local translation. How local distribution and translation of specific mRNAs for organelle biogenesis is achieved remains elusive and likely to be dependent on the cellular context. Here we identify Trinucleotide repeat containing-6a (*Tnrc6a*), a component of the miRNA pathway, distinctively localized to apical granules of differentiating airway multiciliated cells (MCCs) adjacent to centrioles. In spite of being enriched in TNRC6A and the miRNA-binding protein AGO2, they lack enzymes for mRNA degradation. Instead, we found these apical granules enriched in components of the mRNA translation machinery and newly synthesized proteins suggesting that they are specific hubs for target mRNA localization and local translation in MCCs. Consistent with this, *Tnrc6a* loss of function prevented formation of these granules and led to a broad reduction, rather than stabilization of miRNA targets. These included downregulation of key genes involved in ciliogenesis and was associated with defective multicilia formation both in vivo and in primary airway epithelial cultures. Similar analysis of Tnrc6a disruption in yolk sac showed stabilization of miRNA targets, highlighting the potential diversity of these mechanisms across organs.

## Introduction

Biogenesis of subcellular organelles requires efficient delivery and concentration of subsets of proteins to specific intracellular sites for prompt assembly^1,2^. Targeting proteins to specific subcellular compartments with signal peptides or by translation of localized mRNAs is known to be involved in this process^3–5^. mRNA subcellular localization and local translation are evolutionary conserved and efficient mechanisms to create functional and structural asymmetries in cells by rapidly producing encoded proteins when and where required^3^. The prevalence and precise subcellular localization of certain mRNAs in association with specific organelles suggest a significant contribution of local translation^4^. Mechanisms generating asymmetric distribution of proteins in polarized cells are functionally relevant in regulating multiple aspects of cell behavior, including proliferation, migration and differentiation.

Centrioles are core structures of centrosomes involved in nucleation and formation of mitotic spindles critical for cell division^6^. Centrioles also function as basal bodies for the assembly of primary cilia and multicilia^6,7^. During multiciliogenesis, each differentiating multiciliated cell (MCC) generates hundreds of centrioles. A number of mRNAs localize and concentrate in centrioles or centrosomes^3,8,9^. Concentration of proteins and mRNAs in centrosomes might be achieved by targeting actively translating polysomes^8^. In addition, centriolar proteins are suggested to recruit the protein translation machinery that regulates the translation of specific mRNAs^10^. Still, little is known about the mechanisms of mRNA localization and local translation in centriole amplification. It is also unclear how microRNAs contribute to this process.

Trinucleotide repeat containing 6a (TNRC6A) is a direct partner of Argonaute proteins (AGOs), which play a critical role in miRNA-induced mRNA degradation^11^. AGOs and TNRC6A have been reported in randomly-distributed cytoplasmic granules known as P-bodies, which are enriched in translation suppressors and mRNA degradation enzymes, but lack protein synthesis machinery^12^. TNRC6A and AGO2 can be also detected in other cytoplasmic ribonucleoprotein granules, such as stress granules and neuronal transport granules^13–15^. Cell culture studies show *Tnrc6a* present in most cell types, however analyses of developing and adult tissues in vivo show that levels of *Tnrc6a* expression can differ markedly^16–18^.

In an effort to gain further insights into the tissue distribution and processes associated with *Tnrc6a* and miRNAs, here we identified*Tnrc6a* in the lung selectively expressed in MCCs of conducting airways. We found TNRC6A protein asymmetrically distributed in these cells in a not previously identified population of apical granules, which also contained AGO2. However these granules differed from P-bodies as they lacked mRNA degradation enzymes and instead were enriched or closely associated with components of the mRNA translation machinery and newly-synthesized proteins. Loss of function of *Tnrc6a* prevented these granules from forming and resulted in broad reduction of miRNA targets, including key components of the centriole biogenesis machinery required for multicilia formation. Our study suggests that this novel class of TNRC6A-containing apical granules can act as local translation hubs required to mediate large-scale production of centriolar proteins in MCCs. Our data also supports the idea that key components of the miRNA pathway can be utilized for mRNA recruitment and localization required for local translation.

## Results

### *Tnrc6a* is selectively expressed in multiciliated cells of the lungs

We have previously generated a *Tnrc6a*^gt/+^ reporter mouse carrying a gene trap insertion of β-galactosidase in the *Tnrc6a* locus to investigate expression and function of *Tnrc6a* in mouse development^18^. In the process of further characterizing these mutants, we performed marker analysis and X-gal staining in the adult lungs and found a striking selective pattern of β-galactosidase activity in the airway epithelium (Fig. 1a). Little to no signals were present in the alveolar epithelium and overall in the mesenchymal compartment. This pattern was similarly observed for *Tnrc6a* as determined by in situ hybridization (Fig. 1b). Moreover, β-galactosidase activity co-labeled with acetylated α-tubulin (Ac-α-tub), indicating that *Tnrc6a* was selectively expressed in MCCs of the airway epithelium (Fig. 1c).

**Figure 1:**
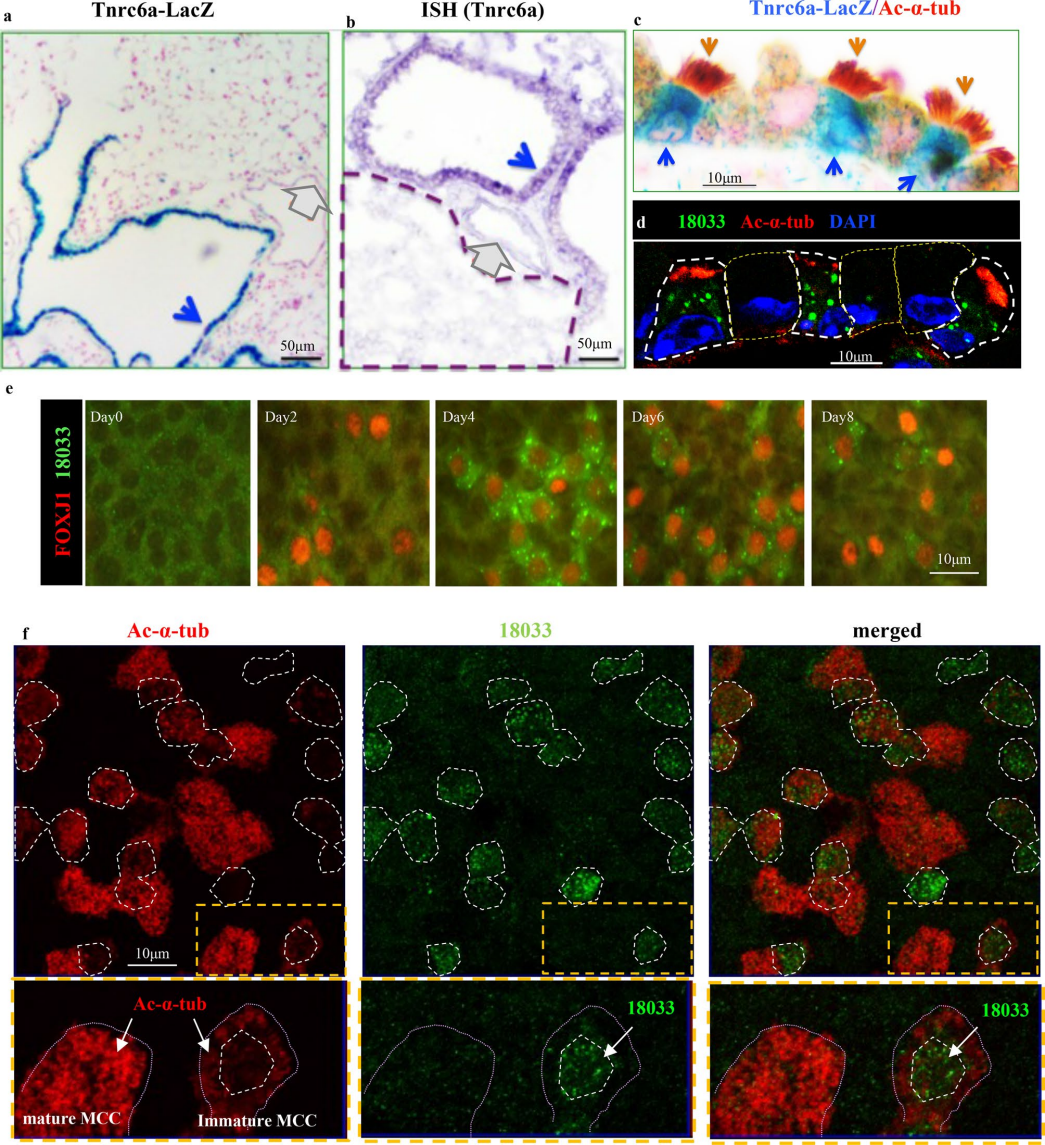
*Tnrc6a* is selectively expressed in multiciliated cells (MCCs) of airways in the mouse lungs. (**a**) β-Galactosidase staining of *Tnrc6a*^gt/+^ reporter mice showing selective expression in the airway epithelium (blue arrow), compared to vascular (gray arrow) and alveolar structures. (**b**) *Tnrc6a* in situ hybridization confirming expression in airway epithelium (blue arrow), but not in vessels (red arrow) or alveoli (outlined by dashed line). (**c**) Strong β-galactosidase signals (blue arrow) in MCCs labeled by Ac-α-tub (brown arrow) compared to other airway cell types. (**d**) Immunofluorescence (IF) with human index serum (18033: green) detects TNRC6A in MCCs (Ac-α-tub: red). (**e**) Time course of detection of TNRC6A-containing granules in MCCs (FOXJ1+) differentiating from adult airway progenitors in air–liquid interface (ALI) cultures. (**f**) Distinct abundance of cytoplasmic TNRC6A expression (18033, dotted area and arrow) in immature and mature MCCs in ALI day4 cultures, as shown by strong or weak Ac-α-tub signals, respectively. Lower panels enlarged from boxed areas (yellow).

To further confirm expression and cell type specificity, we performed immunofluorescence (IF) staining of lung sections with the human index serum (termed as 18,033), widely used for detection of TNRC6A protein^19,20^. This showed cytoplasmic signals restricted to Ac-α-tub positive cells, further corroborating TNRC6A selectivity to MCCs (Fig. 1d). To investigate when these granules are established and their association to multiciliogenesis, we analyzed airway epithelial progenitors (basal cells) from adult mouse trachea undergoing differentiation in air–liquid interface (ALI) cultures^21^. Analysis of TNRC6A (18,033) and FOXJ1, an early marker of MCC cell fate^21^ showed TNRC6A signals first detected at ALI day2 in emerging FOXJ1+ cells. By day 3–4, as these cells underwent large-scale centriole amplification to initiate multiciliogenesis^21^, TNRC6A+ cytoplasmic granules became abundant in MCCs (Fig. 1e). Signals were subsequently diminished in more mature MCCs, which by then expressed strong Ac-α-tub (Fig. 1f).

### TNRC6A is enriched in a novel class of apical epithelial granules that lack mRNA degradation enzymes

To gain additional insights into the subcellular distribution of these granules in MCCs, we analyzed a series of Z-stack images of ALI day 4 cultures double-stained with the human index serum and FOXJ1. This revealed an overall population of granules heterogeneous in size, randomly distributed throughout the cytoplasm of MCCs but also identified a population of apically-localized granules of smaller size in these cells. Immunostaining using a monoclonal TNRC6A antibody (4B6) and acetylated alpha tubulin showed these apical granules underneath the multicilia of differentiating MCCs (Fig. 2a,b). Their localization in MCCs was further confirmed in ALI cultures transduced with a lentiviral vector expressing a TNRC6A-EGFP fusion protein^21^ (Fig. 2c).

**Figure 2:**
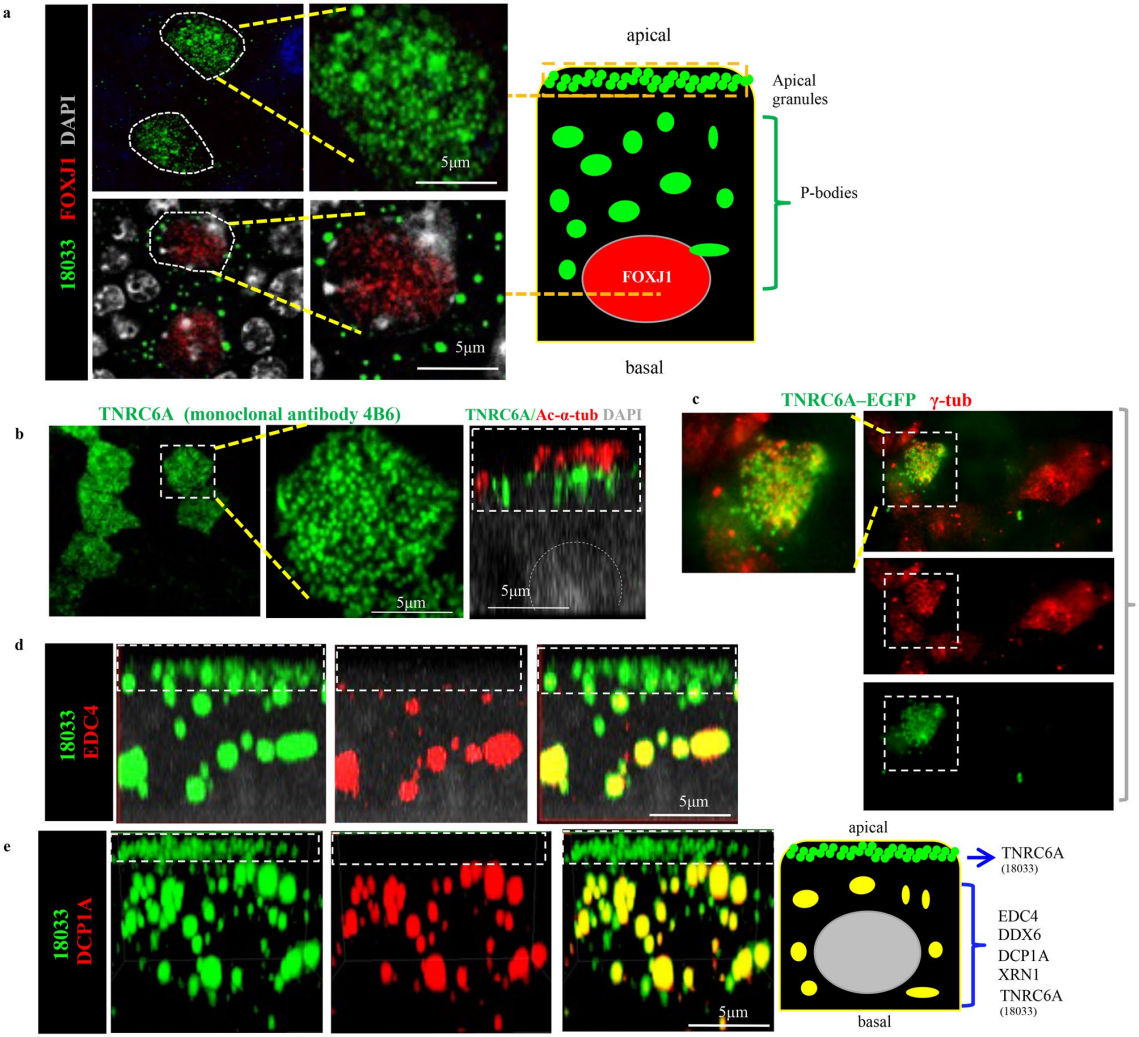
TNRC6A protein concentrates in apically-localized granules that lack mRNA degradation enzymes. (**a**) Apical granules and randomly-localized granules (P-bodies) detected by human index serum (18033) in differentiating MCC. Dashed lines depict a plane of Z-stack image from the apical or basal areas of the same MCC (diagram). (**b**) TNRC6A monoclonal antibody (clone#:4B6) identifies apical granules underneath the multicilia (Ac-α-tub). X–Z projection of confocal z-stack images. (**c**) TNRC6A-EGFP fusion protein expressed by a lentiviral vector concentrates in apical granules of MCC identified by co-labeling with γ-tub (boxed area) in ALI day3 culture. (**d**, **e**) Co-staining of human index serum with EDC4 or DCP1A in a single MCC showing double-labeling largely in P-bodies instead of the apical granules (dashed box) Diagram depicts distinct components of these granules (See also Suppl. Fig. 1).

The human index serum is also known to label P-bodies (processing bodies), cytoplasmic ribonucleoprotein (RNP) granules, which contain TNRC6A and various RNA pathway enzymes involved in decapping and degradation of mRNAs^22^. To further identify potential differences in the populations of MCC granules, we stained ALI cultures with human index serum and antibodies against components of the P-bodies. IF for 18,033 double-labeled with EDC4, DCP1A, DDX6 and XRN1 showed these signals highly expressed in the randomly-localized population of cytoplasmic granules (P-bodies), but largely undetectable in the apical granules that we also identified using the anti-TNRC6A (4B6) antibody in the same MCC (Fig. 2b,d,e, Supplementary Fig. 1). TNRC6A is a known partner of AGO2^12^. Co-IF staining of human index serum with AGO2 showed co-localization of AGO2 in both classes of granules in MCC (Fig. 3a). Notably, lentiviral gene transduction of AGO2-EGFP fusion protein showed the strong EGFP signals enriched apically underneath the cilia of differentiating MCCs (Fig. 3b).

**Figure 3:**
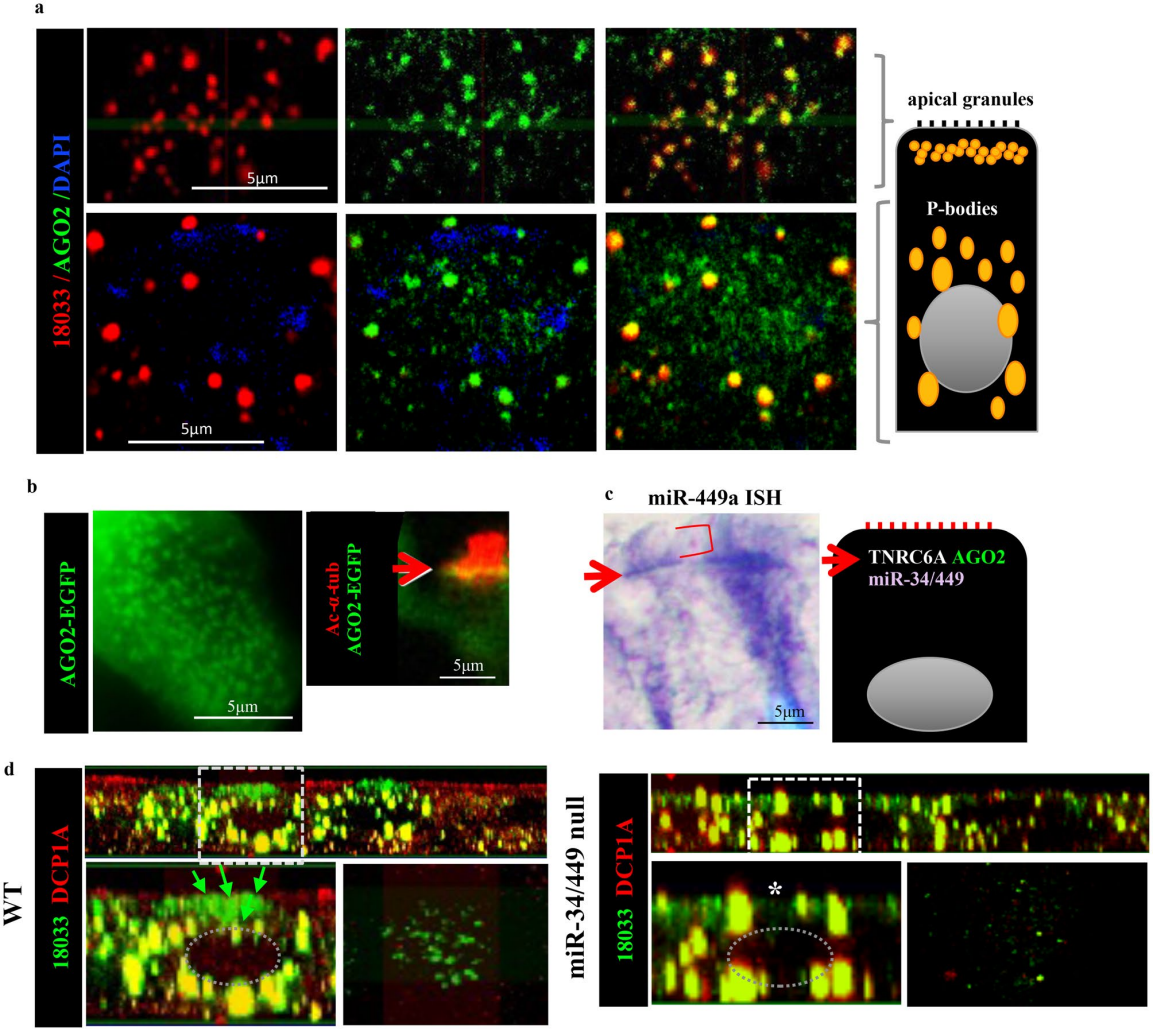
AGO2 and miRNAs are present in TNRC6A-containing apical granules in differentiating MCCs. (**a**) Co-staining of AGO2 (clone 11A9) and TNRC6A (18033, human index serum) showing double-labeling in apical granules and P-bodies within the same MCC. (**b**) AGO2-EGFP fusion protein produced by a lentiviral vector in differentiating MCC in ALI cultures showing apical granules underneath the emerging cilia (red, arrow points to AGO2-EGFP fusion protein underneath Ac-α-tub-labeled cilia). (**c**) In situ hybridization (ISH) showing miR-449a enriched apically (arrow) underneath the cilia (red bracket). (**d**) Co-staining human index serum (green) and DCP1A (red) in ALI day 4 cultures from WT controls (left) and miR-34/449 triple null mice (right). Boxed area in top panels enlarged in bottom panel (YZ projection and a corresponding apical Z-stack image). WT: Abundant single-labeled TNRC6A apical granules (arrows: 18033, green) and double-labeled larger granules (yellow 18033-DCP1A: P-bodies). miR-34/449 null ALI cultures: notable decrease in abundance of TNRC6A apical granules (*, green) not seen in the P-body population (yellow double-labeled granules). Nuclei represented in grey (diagrams).

This supported the idea that TNRC6A-containing apical granules represented a potentially novel class of granules distinct from P-bodies in size, subcellular distribution and absence of enzymes needed for mRNA degradation.

### microRNAs are crucial components of the TNRC6A apical granules during multiciliogenesis

We examined the possibility that microRNAs previously reported in MCCs could be locally enriched where the TNRC6A apical granules were abundant. Indeed, ISH for miR-449a, miR-34a, miR-34b, representative MCC miRNAs^23–26^, showed strong signals apically, adjacent to the base of multicilia (Fig. 3c, Supplementary Fig. 2). Thus, the data suggested that the TNRC6A apical granules contained AGO2, miRNAs and presumably their targets.

We then asked whether microRNAs were necessary for formation of these apical granules during MCC differentiation. Expression of the miR-34/449 family is required for basal body maturation and apical docking during multiciliogenesis^23^. We examined ALI airway epithelial cultures from miR-34/449 null mice in which all three loci encoding miR-34/449 were deleted^24^. Analysis of ALI day 4 cultures in WT differentiating MCCs showed the typical abundant TNRC6A apical granules revealed by human index serum IF (18033 single-labeled Fig. 3d, left) and the larger randomly distributed double-labeled P-bodies (18033-DCP1A-labeled granules). By contrast, in miR-34/449 null cultures, apical TNRC6A granules were notably decreased, absent or disorganized in contrast to the P-bodies, which were largely preserved (Fig. 3d, right). Given the high abundance of miR-34/449 in MCCs (~ 70% of all miRNAs)^23^, the data strongly suggest that miR-34/449 is a key cellular component required for the formation of apical granules. The failure to form these granules is likely linked to events that lead to the organization of the apical domain of differentiating MCCs to initiate multicilia formation.

### TNRC6A-containing apical granules are sites of newly-synthesized proteins in differentiating MCCs

Our study identified TNRC6A, AGO2 and miRNAs in apical granules lacking enzymes for mRNA decay in differentiating MCCs. We asked whether TNRC6A was involved in mRNA localization and local translation at the apical domain in these cells, which is a site of active multicilia formation. Puromycin has been reported to label newly-synthesized proteins, since it mimics aminoacyl­tRNA and can enter the ribosome A site to terminate translation by ribosome-catalyzed covalent incorporation into the nascent polypeptide C-terminus^27^. O-Propargyl-puromycin (OPP), an alkyne analog of puromycin, has been used to detect localized translation^27–29^.

To visualize newly-synthesized polypeptides in differentiating MCCs, ALI Day 4 mouse airway epithelial cultures were labeled with OPP for 30 min before termination and subsequently analyzed by IF-confocal microscopy. OPP staining revealed strong signals localized in apical foci underneath emerging cilia (Fig. 4a). The OPP foci were cell type-specific and dynamic, as they were not detected in mature MCCs or in other airway epithelial cell types. Notably, OPP signals were abolished by pretreatment with cycloheximide (Fig. 4b), supporting the specificity of this approach. OPP foci were similarly found in differentiating MCCs from human ALI airway epithelial cultures, suggesting conservation of this mechanism in mammalians (Fig. 4c). Importantly, OPP signals were undetected in the randomly-localized P-bodies. Co-IF of OPP with the human index serum (18033) and DCP1A in ALI day4 cultures showed OPP-18033 signals overlapping apically but no 18033 overlapped with the DCP1A positive P-bodies within the same MCC (Fig. 4d).

**Figure 4:**
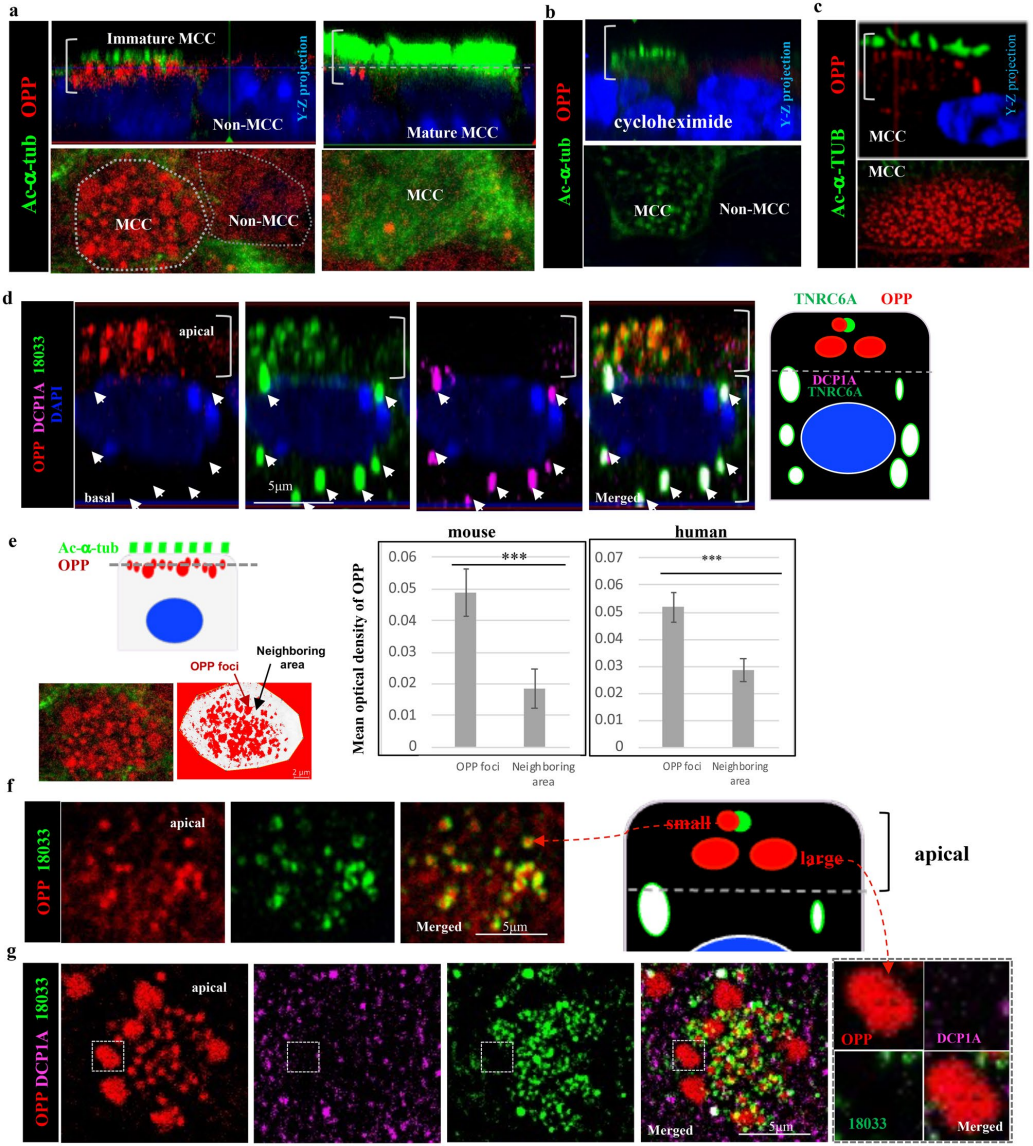
TNRC6A-containing apical granules are sites of newly-synthesized proteins in differentiating MCCs. (**a**) Strong O-propargyl-puromycin (OPP) signals of newly-synthesized proteins in the apical region (brackets) of **mouse** immature MCCs (left panels, with shorter and less cilia labeled by Ac-alpha tubulin). No OPP signals in non-MCCs (left panels) or in mature fully-differentiated MCCs (right panels: abundant tall Ac-alpha tubulin positive cilia). (**b**) OPP signals are abolished in **mouse** immature MCCs from ALI cultures treated with cycloheximide, a protein synthesis inhibitor. (**c**) Strong OPP expression and distribution in the apical region (brackets) immature MCCs from **human** ALI airway epithelial cultures. (**d**) OPP co-staining with DCP1A and human index serum (18033) showing OPP and TNRC6A in the apical region of differentiating mouse MCC (bracket). No OPP in DCP1A positive P-bodies of the same MCC. Diagram depicting OPP distribution in apical granules and P-bodies (compare with diagrams in Fig. 2). (**e**) Quantitation of mean optical density of OPP signals in apical granules compared to the neighboring area in the same plane of section (diagram on the left) using Image J. Bars and lines are mean (± sd) of measurements in 30 immature MCCs from three independent mouse or human ALI cultures ***:P < 0.0001. (**f**, **g**). Heterogeneity of OPP in small and large apical foci. TNRC6A (18033-labeled) signals overlap with the smaller apical OPP foci but not with the apical large OPP foci (**g**). DCP1A signals do not overlap with apical TNRC6A or OPP signals. (**f**, **g**) are representative Z stack images of the apical region of an immature MCC. Boxed area in (**g**) is enlarged on the right panel. Diagram in (**f**) depicts OPP small and large foci in apical differentiating mouse MCCs.

A closer analysis of the pattern of OPP staining showed that the OPP foci varied considerably in size and signal intensity In both human and mouse airways even within the same MCC, suggestive of a dynamic regulation (Fig. 4e). Morphometric analysis revealed OPP foci ranging from 300 to 2000 nm in diameter and signal intensity ~ 2.7 folds higher locally compared to the neighboring area (OPP mean optical density, P < 0.0001). Overall OPP staining could be identified in small and large foci in the apical region of differentiating MCCs. The small OPP foci overlapped extensively and at various degrees with the small TNRC6A-containing granules (labeled with 18033). By contrast the large OPP foci also stained apical granules but these were not 18033 (TNRC6A) positive or P-bodies (Fig. 4f,g and diagrams).

### Newly-synthesized proteins and translation machinery are found in apical granules during centriole amplification

The distinct association of TNRC6A with OPP foci led us to further investigate what these sites of newly-synthesized protein represented in differentiating MCCs. Their vicinity to apically-located ciliary structures suggested that OPP could be labeling sites of local translation of centriolar components required for multicilia formation ^30,31^. To examine this possibility we performed co-immunostaining of OPP with key centriole biogenesis markers in ALI day 3–4 cultures. This revealed the smaller OPP foci (~ 400–800 nm in diameter), abutting centrioles (300–400 nm in diameter), as identified by CENTRIN3, and colocalized with DEUP1, a marker of deuterosomes ^30,31^ (Fig. 5a,b).

**Figure 5:**
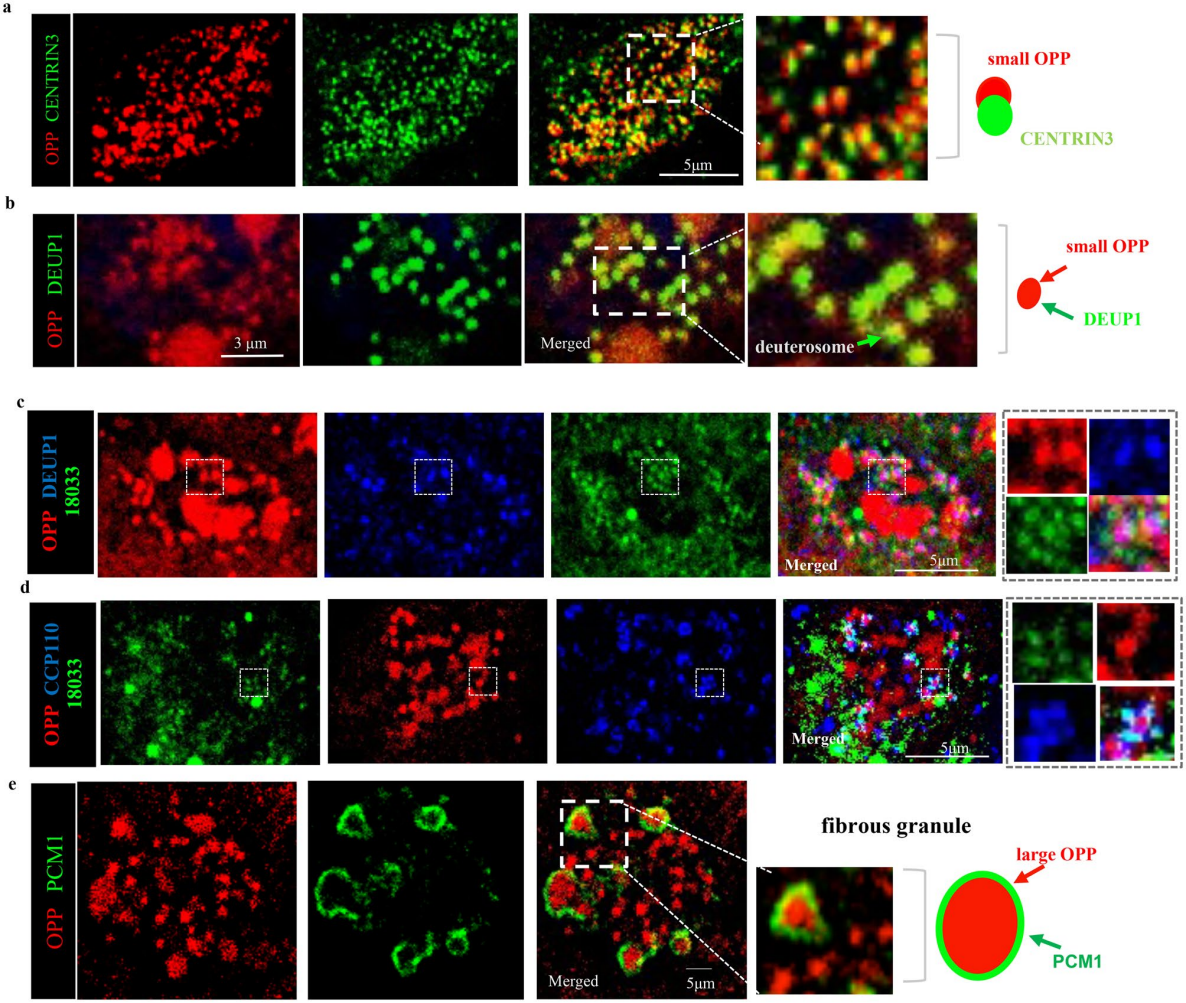
Sites of newly-synthesized proteins are found associated to centriolar components and fibrous granules in differentiating MCCs. (**a**, **b**) Small OPP foci abutting centrioles (CENTRIN3 positive) and in deuterosomes colocalized with DEUP1. (**c**) Small OPP foci are present in deuterosome-associated TNRC6A granules. By contrast, the large OPP foci, also found apically in differentiating MCCs, do not colocalize with TNRC6A. (**d**) TNRC6A positive granules surrounding the small OPP foci co-localize with procentrioles marked by CCP110. (**e**) The large OPP foci localize to fibrous granules (PCM1 positive). In all plates a representative plane of Z-stack image from the apical region of a single MCC is depicted. Boxed areas are enlarged on the right panels. Diagrams depict the relationship of the various components listed with the small and large OPP foci.

The spatial relationship of TNRC6A, CCP110, DEUP1, and TNRC6A with the small OPP foci was examined in differentiating MCCs by double and triple-IF stainings (Fig. 5a–d). The CCP110 signals were found surrounding double positive DEUP1/OPP small foci, suggesting the co-localization of TNRC6A positive granules with procentrioles surrounding deuterosome. Interestingly, this co-IF analysis showed no overlap of the large OPP foci with CENTRIN3, CCP110, DEUP1, or TNRC6A. Instead, the large OPP foci (~ 800–2000 nm in diameter) colocalized with PCM1 (Fig. 5e), a component of the pericentriolar material widely reported in fibrous granules ^30,31^.

We then asked whether components of the translation machinery were present at the sites of OPP expression. Indeed, IF analysis of ALI cultures showed the small OPP foci strongly co-labeled with eIF3B and phosphorylated RPS6 (p-RPS6) (Fig. 6a,b), indicative of active translation in the apical granules we had previously shown to contain TNRC6A (Fig. 5). Single-molecule fluorescence in situ hybridization (smFISH) revealed ribosomal protein 3 *Rpl3* mRNA (a target of mir34/449) largely expressed in the OPP small foci of TNRC6A-granules (Fig. 7a). The *Rpl3* distribution differed markedly from that of *MLS* mRNA (RNA transcribed from the mitochondrial L-strand DNA). Although known to be abundantly expressed in differentiating MCCs, *MLS* was neither co-localized nor associated with any OPP in these cultures (Fig. 7b). Interestingly, in the large OPP foci (associated with fibrous granules, Fig. 5) we detected expression of p-RPS, eIF3B and ribosomal RNAs (18S, 28S) surrounding the OPP signals (Figs. 6c,d, 7c,d). A similar subcellular arrangement has been described in the sponge bodies, cytoplasmic organelles of the developing *Drosophila* oocyte, in which the translational activator Orb and ribosomes are located at the edge or surrounding these bodies to promote local translation ^32^. The lack of PCM1-18033 co-labeling in the large OPP foci suggested that, in fibrous granules, newly-synthesized protein is regulated by a TNRC6A-independent mechanism. Altogether the data strongly suggested that TNRC6A-contaning apical small granules are active sites of local translation during centriole amplification in differentiating MCCs.

**Figure 6:**
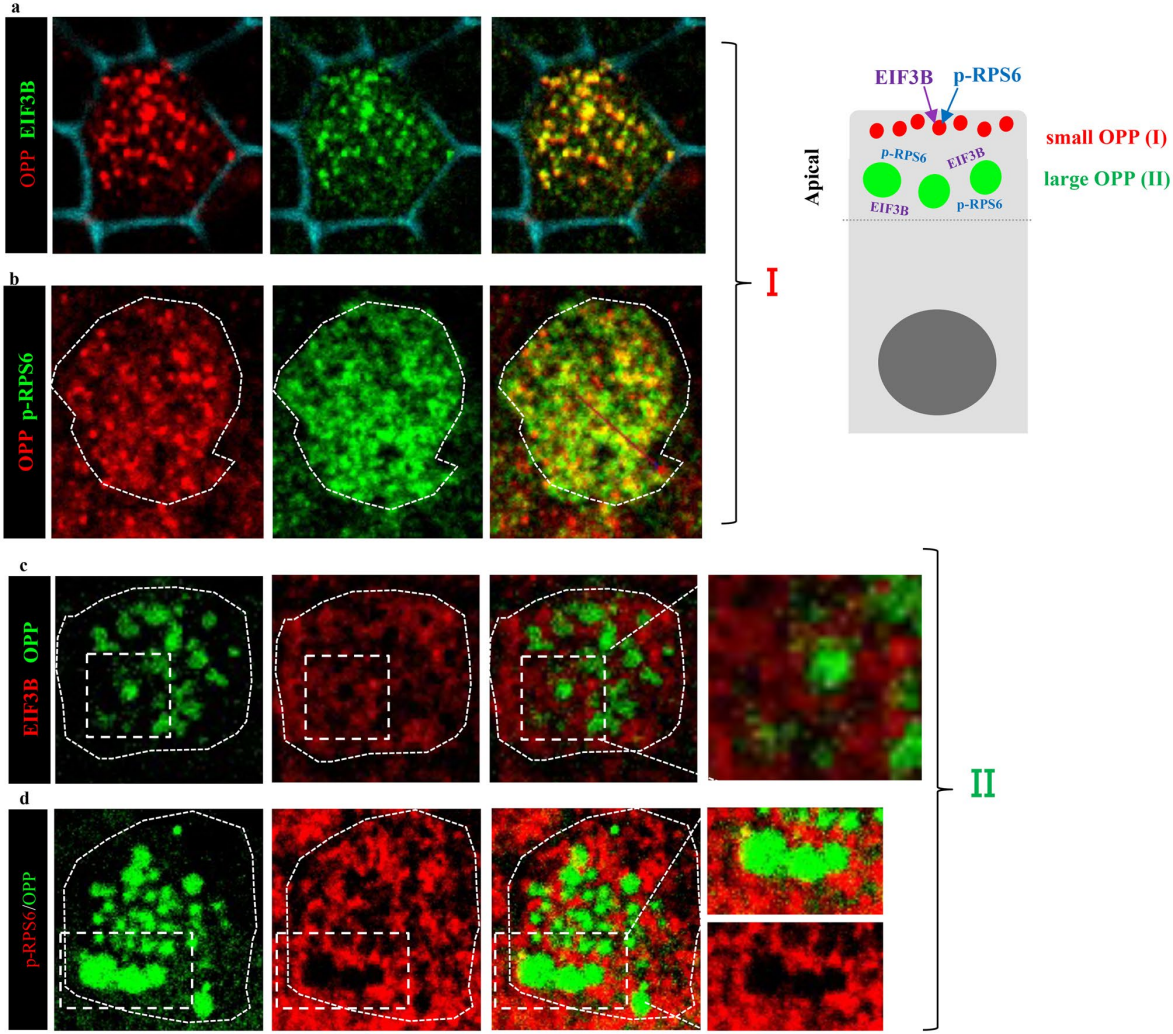
Translation initiation factors are co-expressed or adjacent to OPP foci in differentiating MCCs. All panels: confocal images of a single MCC in ALI day 4 culture. Diagram (right) summarizing the findings. (**a**, **b**) Translation initiation factors (EIF3B and p-RPS6) overlap with smaller OPP apical foci (I, shown to be in TNRC6A-enriched granules in Fig. 5). Phalloidin-stained cell membrane (blue) depicts apical MCC region. (**c**, **d**) EIF3B and p-RPS6 proteins are found surrounding the large OPP apical foci (II, shown to be in fibrous granules in Fig. 5). High magnification panels on the right are enlarged view of the boxed areas.

**Figure 7:**
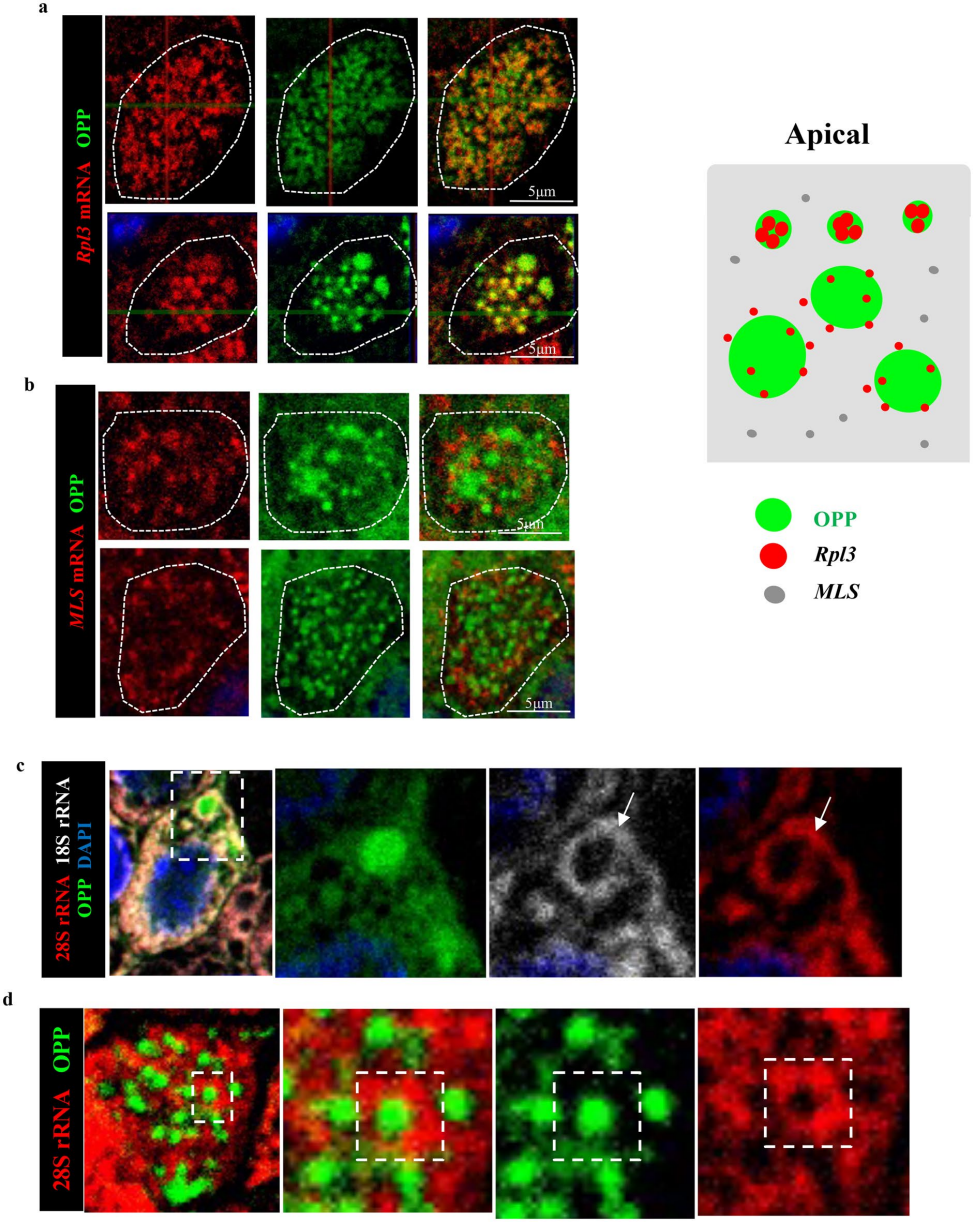
mRNAs and rRNAs distribution in small and large OPP foci in differentiating MCCs. RNAs detected by smFISH. Panels are representative of a plane of a Z-stack image of the apical region from a single MCC. (**a**) *Rpl3* mRNA strongly present in the OPP small foci (upper panel) but weaker and less concentrated in the large OPP foci (bottom panel). (**b**) RNA transcribed from the mitochondrial L-strand DNA does not overlap with any OPP foci. Diagram summarizing these findings (right). (**c**, **d**) 18 s and 28 s rRNA signals (arrows) strongly expressed surrounding the large OPP foci. Right panels enlarged from boxed areas.

### Disruption of *Tnrc6a* expression leads to reduced CCP110, abnormal centriologenesis and defective multicilia formation

Next, we investigated whether *Tnrc6a* expression was required for the formation of the apical granules in differentiating MCCs. For this, we examined ALI airway epithelial cultures from a *Tnrc6a* null mice carrying an EGFP reporter to identify cells committed to MCC fate (*Tnrc6a*^*null*^*; FOXJ1-EGFP*, see “Methods”). IF staining of ALI day 4 with human index serum showed that disruption of *Tnrc6a* specifically abolished the apically-localized granules, but not the cytoplasmic P-bodies in FOXJ1-EGFP-labeled MCCs (Fig. 8a). We asked how this could affect production of CCP110, a key centriolar protein involved in ciliogenesis and known target of miR-34/449^24^. Thus, we co-cultured airway progenitors from wild type and *Tnrc6a*^*null*^*; FOXJ1-EGFP* mutants and differentiated these cells in ALI cultures. This allowed to compare potential differences in the intensity of signals between *Tnrc6a*-deficient and WT cells side by side, using the latter as internal controls. IF analysis of CCP110 showed strong signals in WT cells but expression was drastically reduced in the *Tnrc6a*^*null*^*; FOXJ1-EGFP* MCCs (Fig. 8b). The presence of FOXJ1-EGFP in *Tnrc6a* mutant cells, suggested no significant defect in MCC fate determination (Fig. 8a,b). This was further supported by analysis of E18.5 lungs showing that the proportion of FOXJ1 positive cells in airways from WT and *Tnrc6a*^*null*^ mutants was essentially the same (Supplementary Fig. 4).

**Figure 8:**
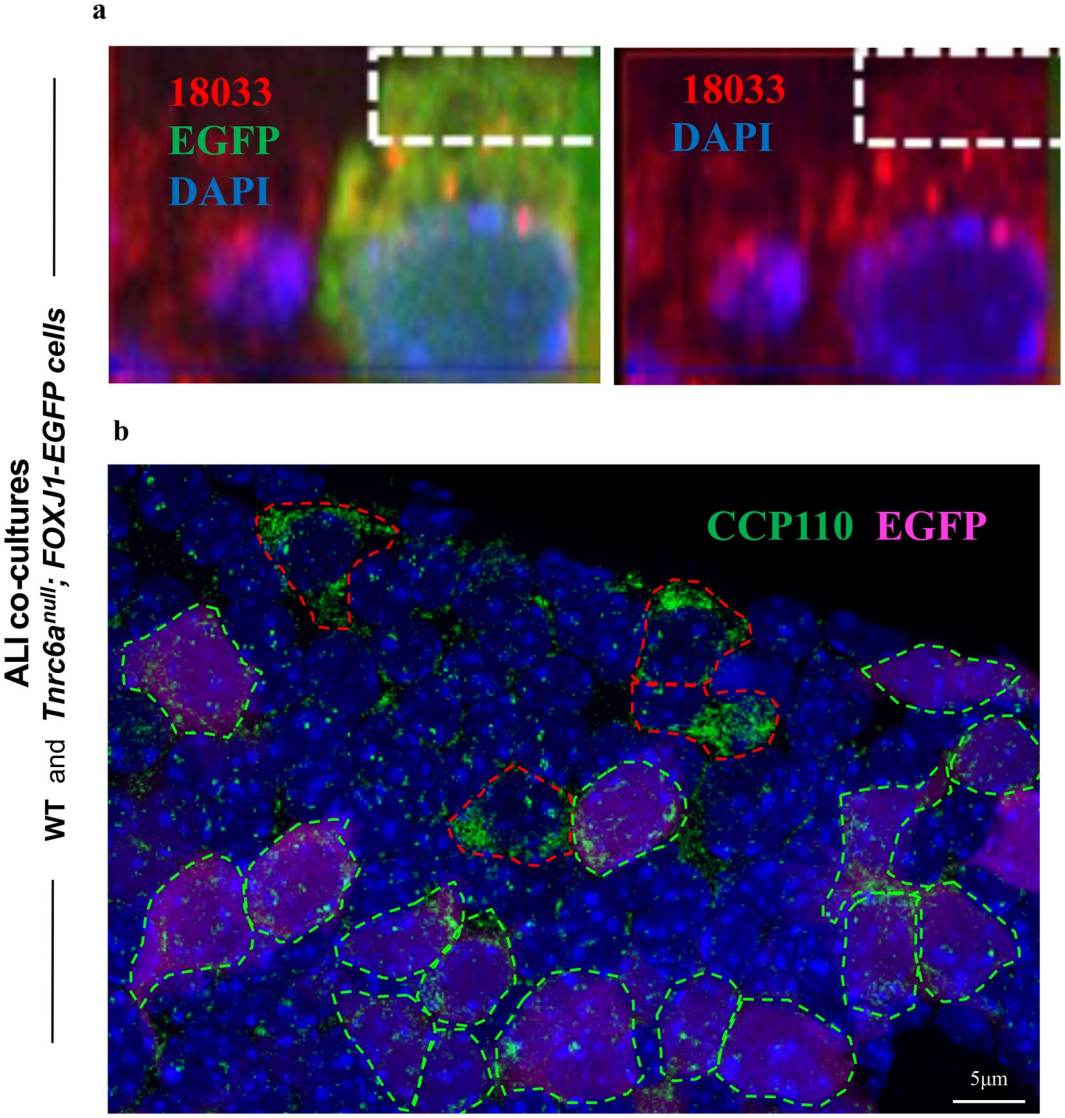
*Tnrc6a* loss of function results in loss of apical granules and reduced CCP110 expression. ALI day 4 co-cultures of WT and *Tnrc6a*^*null*^*; FOXJ1-EGFP* tracheal epithelial cells. (**a**) *Tnrc6a* null mutant MCC marked by FOXJ1-EGFP (green). Human index serum (red) stains both apical granules and P-bodies. However in this mutant MCC apical granules are absent due to loss of Tnrc6a (boxed area). (**b**) Strong IF CCP110 signals detected in WT differentiating MCCs (outlined by red dashed line), but nearly absent in *Tnrc6a* null mutant cells (marked by FOXJ1-EGFP, outlined by green dashed line).

IF staining of ALI co-cultures of *Tnrc6a*^*null*^*; FOXJ1-EGFP* and WT epithelial cells revealed marked differences in levels and distribution of proteins involved in centriole amplification. For example, in *Tnrc6a* null cells signals for CEP135 and PCM1 were clustered in a corner of the differentiating MCC, characteristic of an early stage of centriole amplification (Fig. 9a,b) ^33,34^. Moreover, in mutant MCCs Centrin3 staining was drastically reduced (Fig. 9c). These changes were compatible with a significant defect of *Tnrc6a* mutant cells in generating the large number of normal centrioles/basal bodies required for multiciliogenesis. Consistent with a defect in centriologenesis, few cilia formed in differentiating MCCs of *Tnrc6a* mutants when co-cultured with WT cells (Supplementary Fig. 5a). The defect in multicilia formation was further confirmed by examining the trachea of *Tnrc6a* null mutants at E18.5 (Supplementary Fig. 5b–d). Efficient disruption of *Tnrc6a* was demonstrated by IF staining with the monoclonal antibody (4B6), which showed TNRC6A positive granules in tracheal MCCs of wild type but not of mutants (Supplementary Fig. 5b). Co-staining with Ac-α-tub and TNRC6A demonstrated a significantly reduced multicilia staining in *Tnrc6a* null tracheas. Scanning electron microscopy of tracheae from *mutants* showed the majority of MCCs (83%) with shorter and sparser cilia as compared to WT (Supplementary Fig. 5c,d). The cilia truncation was consistent with an immature MCC phenotype. We found no difference in FOXJ1 staining between WT and *Tnrc6a* null lungs (Supplementary Fig. 4), suggesting no defect in MCC fate determination. 

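RNA of whole lungs from 3 WT and 3 *Tnrc6a* null embryos at E18.5 was profiled on Affymetrix whole-transcript mouse gene arrays, with 1 embryo on each array. The WT embryos were littermates of the mutants, and no label ties a WT lung to a null lung. Whole lung holds airway and alveolar epithelium, mesenchyme, vessels and blood, so an array value averages over all of these cells. The authors deposited 1 processed value on a log scale for each of 35045 probe sets and each lung. The submitters' processing notes name MAS5, and its version is not given in the sources used here. The values of the 6 arrays ran from 0.29 to 12.49, and the array medians from 4.98 to 5.03. The sample labels give 2 as the base of the logarithm, whereas 25 of 29 folds of Supplementary Table 1 lay within 0.05 of the value computed with base e and 0 within 0.05 of that with base 2. The base is therefore open, and changes are given here as the difference on the deposited log scale, *Tnrc6a* null minus WT, and not as folds. Of the probe sets, 21789 carried 1 gene symbol, 1621 carried several and 11635 carried none in the array annotation. The brightest probe set with 1 symbol was taken for each gene, which left 19938 genes. Each gene was tested with limma, with a trend of the spread on the signal and Benjamini-Hochberg adjustment over all genes. Lungs were simulated with the spread of these arrays and 200 or more changed genes. Among these genes limma called 29.9% of those changed by 0.5 on this scale, 70.1% at 1 and 97% at 2. Many true calls loosen the Benjamini-Hochberg cutoff, so with few changed genes these shares would be lower. The number of arrays limits the precision, and an exact two-sided permutation test of 3 lungs against 3 cannot give a p below 0.1. WT replicate 1 and *Tnrc6a* null replicate 3 correlated with each other across genes at 0.992, more closely than either did with a lung of its own genotype, in a range of 0.979 to 0.993 over all pairs of lungs. The sources used here name no batch that these 2 lungs share.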

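In the null lungs *Tnrc6a* fell by 1.93 on the deposited log scale, from 7.23 ± 0.13 (SD, n = 3) to 5.30 ± 0.22 (SD, n = 3), with a standard error of 0.128 and an adjusted p of 0.00312 from limma. The WT lungs lay at 7.38, 7.13 and 7.18 and the null lungs at 5.45, 5.04 and 5.4. No other of the 19938 genes passed an adjusted p of 0.05, and 1081 genes (5.42%) lay at an unadjusted p under 0.05. *Tnrc6a* missed the threshold without WT replicate 3 (adjusted p = 0.0552), and without any other single lung it passed. With camera's preset correlation, and with none of them passing with an estimated correlation, genes of cell proliferation were higher as a group, whereas genes of alveolar type 1 cells, endothelium, lymphatic endothelium and mesenchyme were lower as groups. Called with them were the lists of macrophages and monocytes (-0.186), of the interferon response (-0.328) and of erythroid cells (0.232). Without 1 lung these ranged over -0.33 to -0.054, -0.641 to -0.135 and 0.169 to 0.278, and none of the 3 was called without null replicate 3. Of 31 measured proliferation genes, 31 were higher on average in the null lungs, with a mean difference of 0.228 (adjusted p = 3.89e-09 from limma's camera with a preset correlation of 0.01, and adjusted p = 0.683 with an estimated correlation). The difference was 0.30 for *Cdk1*, the kinase that drives entry into mitosis, 0.33 for the cell cycle transcription factor *Mybl2* and 0.36 for the mitotic cyclin *Ccnb2*. These 3 lay at an unadjusted p under 0.05, and none passed over all genes or when adjusted over the list alone. Relative to the mean of the 6 lungs, the proliferation list stood at 0.146, -0.221 and -0.268 in the WT lungs and at 0.162, -0.128 and 0.309 in the null lungs, so that the genotypes overlapped (exact two-sided permutation test, p = 0.2), with the highest WT value in WT replicate 1 and the highest null value in null replicate 3. The difference of the proliferation list was 0.358 without WT replicate 1, 0.349 without null replicate 2, 0.151 without WT replicate 3 and 0.131 without null replicate 3. Of 16 alveolar type 1 genes, 15 were lower, with a mean difference of -0.197 (95% interval over the 6 lungs -0.406 to 0.012). The adjusted p of this list was 3.63e-07 from camera and 0.289 with an estimated correlation. Among these genes *Clic5* stood at -0.30 and the water channel gene *Aqp5* at -0.25. Alveolar type 2 genes did not pass the test, with 9 of 18 lower and a mean difference of -0.022 (adjusted p = 0.678 from camera). Of 30 endothelial genes, 23 were lower, with a mean difference of -0.139 (adjusted p = 9.84e-05 from camera, and adjusted p = 0.683 with an estimated correlation). That mean was -0.215 without WT replicate 1 and -0.083 without null replicate 3, and quantile normalization over the probe sets with 1 symbol ended the call (-0.094, adjusted p = 0.0656). The angiotensin-converting enzyme gene *Ace* stood at -0.50 and the adherens junction gene *Cdh5* at -0.23, and neither passed over all genes in the main fit. *Ace* passed with a block for WT replicate 1 and null replicate 3 (adjusted p = 0.0105 from limma). It also passed without both lungs (-0.445, adjusted p = 0.0446 from limma). These 2 lungs were found from the data, so both p-values are optimistic. Of 7 lymphatic endothelial genes, 7 were lower, with a mean difference of -0.296 (adjusted p = 9.84e-05 from camera, and adjusted p = 0.424 with an estimated correlation). Of 22 genes of mesenchyme and smooth muscle, 18 were lower, with a mean difference of -0.109 (adjusted p = 6.51e-05 from camera, and adjusted p = 0.205 with an estimated correlation), *Eln*, which encodes elastin, among them at -0.26. Club and secretory cell genes had a mean difference of -0.111 (adjusted p = 0.0556 from camera), basal cell genes of 0.088 (adjusted p = 0.184) and neuroendocrine cell genes of 0.035 (adjusted p = 0.475), and none of these lists passed the test. Without null replicate 1 the club and secretory cell list passed, at -0.182 (adjusted p = 0.00379), and so did the basal cell list, at 0.191 (adjusted p = 0.00207), whereas without null replicate 3 both turned sign, to 0.002 and -0.004. With all lungs the club and secretory cell list also passed with a block for WT replicate 1 and null replicate 3 (adjusted p = 0.0203) and, at -0.091, with centring over the probe sets with 1 symbol (adjusted p = 0.0452). Of the 26 lists tested, camera with the preset correlation called 9, and none passed with an estimated correlation or with fry, which tests each list on its own (smallest adjusted p = 0.0574).

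**Figure D1:**
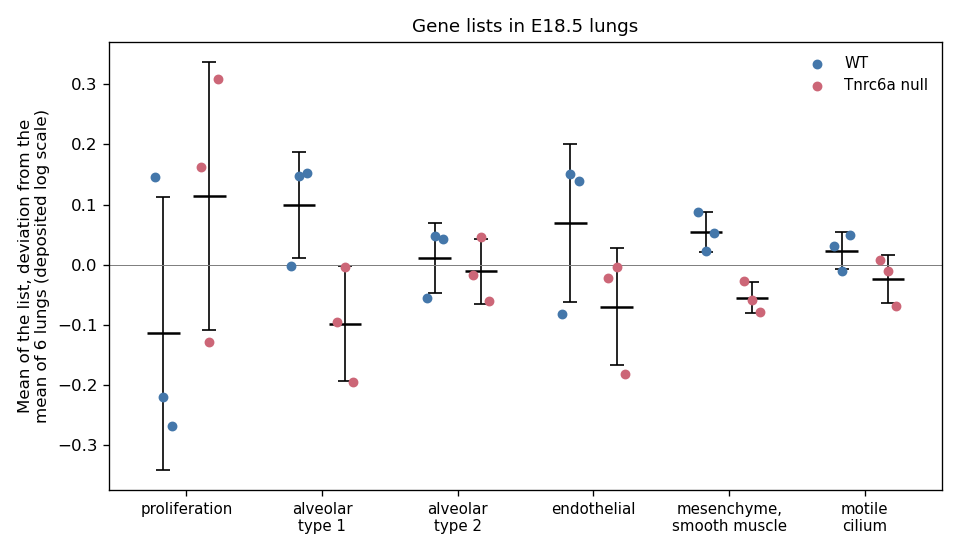
Mean of the genes of 6 lists in each E18.5 lung. The vertical axis is the deviation from the mean of the 6 lungs on the deposited log scale, each point is 1 lung, and bars are the mean and SD of the 3 lungs of a genotype. The null lungs lie below the WT lungs for mesenchyme and, only just, for alveolar type 1. For alveolar type 1 the highest null lung lies at -0.004 and the lowest WT lung at -0.003. The genotypes overlap for the other 4 lists.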

Transcriptome analysis of WT and *Tnrc6a* null lungs did not detect significant changes in expression of genes associated with proliferation or differentiation of other cell types of the lung. Moreover, no gross abnormalities were observed in these embryos or in the overall morphology of their lungs and no compensatory increased expression of other *Tnrc6* family member (*Tnrc6b* and *Tnrc6c*) was observed in Tnrc6A null lungs (Supplementary Fig. 6)^18^.

**Figure 9:**
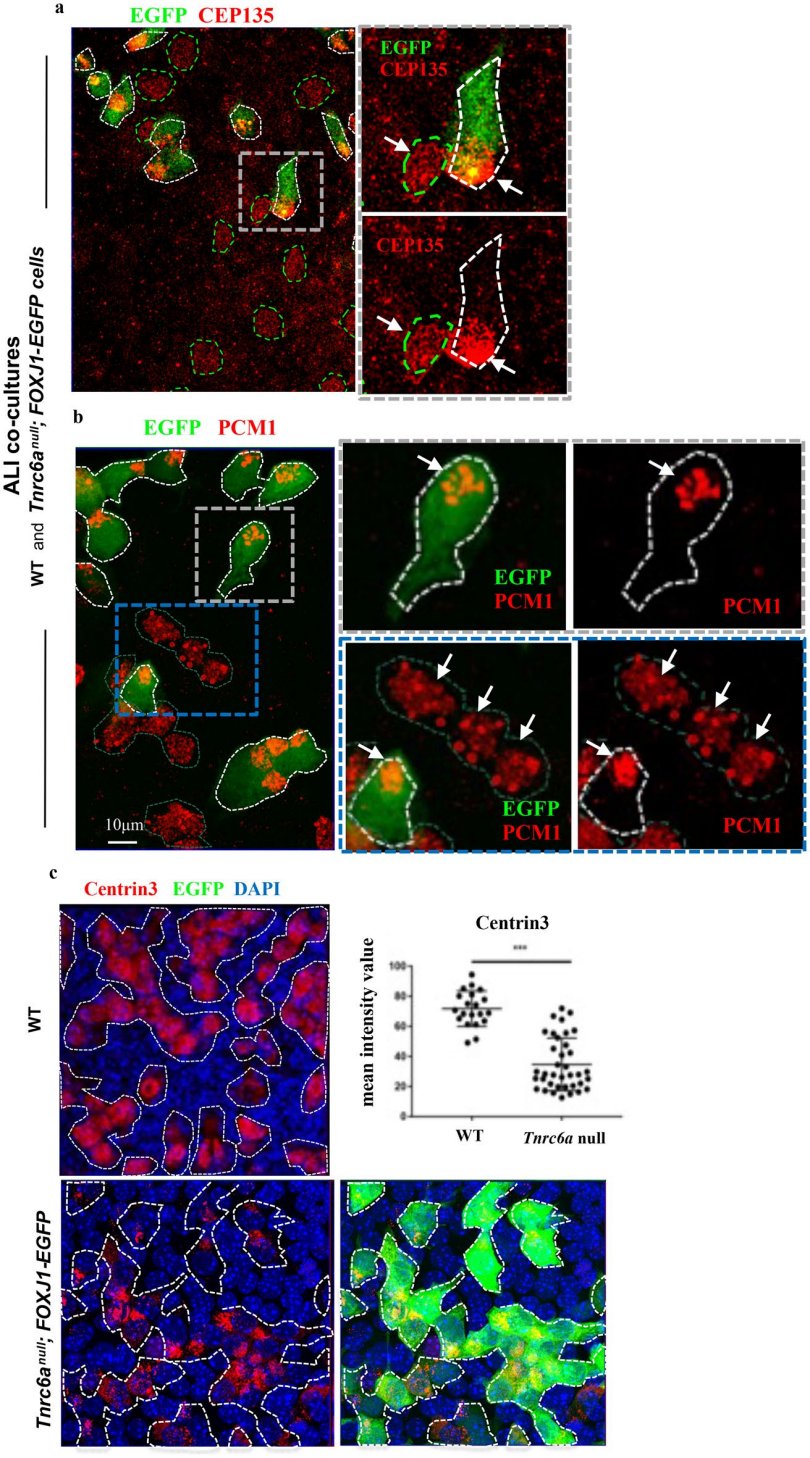
Defective centriole amplification in *Tnrc6a-*deficient cells. (**a**, **b**) ALI day 4 co-cultures of WT and *Tnrc6a*^*null*^*; FOXJ1-EGFP* tracheal epithelial cells. IF for CEP135 (**a**) or PCM1 (**b**): Asymmetric distribution of signals (arrows) clustered in the corner of *Tnrc6a* null defective MCCs (marked by FOXJ1-EGFP, white dashed) contrasting with the homogeneous signal distribution in WT (green dashed) MCCs. Boxed areas enlarged in the right panels. (**c**) IF of Centrin3 protein in ALI day 4 culture of WT (top panel) and *Tnrc6a null—*FOXJ1-EGFP tracheal epithelial cells (bottom panels). Dashed lines depict differentiating MCCs in WT and mutants (visualized in green by FOXJ1-EGFP). Marked decrease in Centrin3 signals in mutant MCCs confirmed by quantitation of signal intensity (Image J software). Graph: dot plot (mean, ± sd of 30 MCCs from three independent experiments). Student’s Test. ***P < 0.0001.

Together, these data strongly support that idea that loss of *Tnrc6a* leads to a defect selectively in MCCs, the same cell type where we found *Tnrc6a* highly expressed in WT lungs.

### Disruption of Tnrc6a expression leads to reduction, rather than stabilization of miRNA targets in mutant lungs

TNRC6A has been traditionally described as a component of the RNA-induced silencing complex in microRNA (miRNA)-mediated gene suppression, repressing translation or promoting mRNA degradation. This is consistent with previous findings of defective miRNA function with increased miRNA target expression in yolk sac endoderm of Tnrc6a null mice^18^. We examined the subcellular localization of TNRC6A in E9.5 yolk sacs and found endodermal signals colocalized with AGO2, EDC4 and other mRNA degradation enzymes in randomly-distributed cytoplasmic granules suggestive of P-bodies^17^ (Supplementary Fig. 7). Intriguingly, our analysis of TNRC6A expression in the lung showed evidence of its localization in differentiating MCCs in apical granules distinct from P-bodies in size, subcellular distribution, absence of enzymes needed for mRNA degradation and enrichment in translation machinery components. Moreover we had evidence of TNRC6A apical granules as sites of active translation crucial for large-scale centriole amplification in multiciliogenesis. This suggested that TNRC6A could have a distinct role in the lung, compared to the yolk sac, where it promotes miRNA target degradation. To investigate this possibility we examined the behavior of miRNA in the lung and yolk sac from control and Tnrc6a null mice.

We performed gene set enrichment analysis (GSEA) using a dataset containing the most evolutionary conserved targets of 83 conserved miRNAs as determined by Targetscan (http://www.targetscan.org). GSEA of these genes in yolk sac (GSE30244) showed targets of most miRNAs (78 out of 83) significantly enriched in the list of genes upregulated in *Tnrc6a* null yolk sacs (Supplementary Fig. 8). This was consistent with a role for *Tnrc6a* in the destabilization of miRNA targets^18,35^. Strikingly, similar analysis using the *Tnrc6a* null lung dataset (GSE89327) showed that targets of most miRNAs (79 out of 83) were enriched among the genes significantly reduced in *Tnrc6a* mutant lungs, but not among the genes upregulated (Supplementary Fig. 9). This was consistent with the idea that, in the lung, *Tnrc6a* stabilizes miRNA targets instead of promoting degradation.

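Genes at an unadjusted p under 0.05 went in both directions in the *Tnrc6a* null lungs, with 591 lower and 490 higher. Of the 10 genes with the smallest p among those higher in each null lung than in each WT lung, the microRNA gene *Mir127* had the smallest. Its difference was 0.74 on the deposited log scale (standard error 0.083, adjusted p = 0.112 from limma), from 6.00 ± 0.06 (SD, n = 3) to 6.74 ± 0.06 (SD, n = 3). MicroRNA genes did not rise in general, and most that did lay between *Dlk1* and *Dio3*, an imprinted domain picked after its values were seen. At an unadjusted p under 0.05, 25 of 40 microRNA genes there were higher, against 10 of 251 elsewhere, where 1 was lower. The difference was 0.65 for *Mir543*, 0.71 for *Mir369*, 0.54 for *Mir382* and 0.54 for *Mir668*. It was 0.63 and 0.44 for the olfactory receptor genes *Olfr1510* and *Olfr1174*, 0.58 for *Krtcap2*, which encodes a subunit of the complex that attaches sugar chains to proteins, and 0.55 and 0.36 for *1700054O19Rik* and *DQ267102*. All 10 missed the threshold after adjustment, but *Mir127* passed with array weights (adjusted p = 0.0197), and 9 of the 10, all but *Olfr1510*, with a block for WT replicate 1 and null replicate 3, lungs found from the data, so that these p-values are optimistic. The share lower was 54.7% (95% Wilson interval 51.7% to 57.6%, over genes, which are not independent). The direction went with the signal of a gene. Among genes above the median signal 523 of 674 (77.6%) were lower, and among those below it 68 of 407 (16.7%). The median difference over all genes ran from 0.153 in the dimmest 10% of genes to -0.063 in the brightest 10%. With the methods' t-test, which the submitters' design text names, 626 genes were lower and 476 higher at its threshold, and 0 of either after Benjamini-Hochberg adjustment. The share lower was 77.2% when each array was centred on its median over all probe sets and 42% when it was centred over the probe sets with 1 gene symbol, and 54.8% and 46% with quantile normalization over these same probe sets. Without WT replicate 1 it was 74.2% of 1730 genes, without WT replicate 2 35.7% of 614, without WT replicate 3 41.5% of 667 and without null replicate 3 31.6% of 1723. The sets of conserved targets of each miRNA were not analysed here. From the enrichment of these targets among the reduced genes and not among the increased ones, the paper proposes that *Tnrc6a* stabilizes miRNA targets in the lung.

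**Figure D2:**
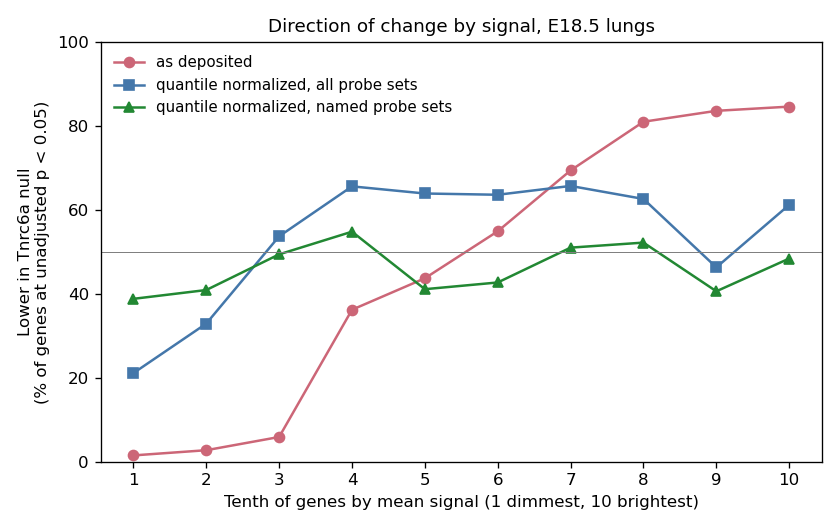
Share of genes lower in *Tnrc6a* null lungs among those at an unadjusted p under 0.05, for 10 groups of genes of like size ranked by mean signal. The vertical axis is in percent, the horizontal axis runs from the dimmest to the brightest group, and each line is 1 treatment of the values. The share of the values as deposited goes from 1.49% to 84.6%, after quantile normalization over all probe sets it lies at 21.1% in the dimmest group and at up to 65.7% in the others, and over the named probe sets between 38.8% and 54.8%.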

Indeed, analysis of miR-34/449 predicted targets in both yolk sac and lung datasets showed that, among 94 transcripts with conserved binding sites significantly altered in *Tnrc6a* null lungs, the majority (80%) was downregulated. By contrast 75% of the conserved miR-34/449 targets altered in yolk sac mutants were upregulated (72 total). 

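Genes that earlier work reported as targets of miR-34 or miR-449 were lower as a group in the *Tnrc6a* null lungs by a small amount with camera's preset correlation, and not with an estimated correlation. Of 25 measured genes, 16 were lower and 8 higher on average, with a mean difference of -0.073 on the deposited log scale (adjusted p = 0.0276 from limma's camera with the preset correlation, and adjusted p = 0.388 with an estimated correlation). *Axl*, which encodes a receptor tyrosine kinase, stood at -0.38 (standard error 0.082), from 7.60 ± 0.02 (SD, n = 3) to 7.22 ± 0.11 (SD, n = 3). It fell when adjusted over the list alone (adjusted p = 0.033 from limma) and missed the threshold over all genes (adjusted p = 0.89). The difference was -0.27 for *Pdgfrb*, a growth factor receptor of mesenchymal cells, and -0.25 for *Lef1*, a transcription factor of Wnt signalling. These 3 genes lay at an unadjusted p under 0.05. Of the 25 genes, 5 also stand in another list, *Pdgfra* and *Pdgfrb* among mesenchymal genes and *Csf1r* among macrophage genes, both lower as lists, *Ccne2* among proliferation genes and *Ccp110* among centriole genes; the other 20, taken after the data were seen, had a mean difference of -0.065. *Ccp110*, the centriolar protein gene, which lies within 10 Mb of *Tnrc6a*, had a difference of -0.06 (standard error 0.110, adjusted p = 0.959), less than its standard error. Every null lung lay below every WT lung in the mean of the list, at -0.017 to -0.050 against 0.014 to 0.063 (exact two-sided permutation test, p = 0.1, the smallest that 3 lungs against 3 allow). The list also missed camera's threshold after quantile normalization (-0.058, adjusted p = 0.311), among genes above the median signal (-0.075, adjusted p = 0.394) or without WT replicate 1 (-0.084, adjusted p = 0.14) or null replicate 2 (-0.07, adjusted p = 0.13). Over the probe sets with 1 symbol, quantile normalization gave -0.035 (adjusted p = 0.311 from camera). The conserved predicted sites were not analysed here, so the share lower among predicted targets has no value beside it.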

Among the top 30 most downregulated genes in mutant lungs, several have been implicated in multicilia formation and 30% of these genes are predicted targets of miR-34/449, key in multiciliogenesis^23,24^ (Supplementary Table 1, Supplementary Fig. 10). For example, Spef2 and Rsph1 were strongly expressed in MCCs of the developing lung and their signals were reduced in *Tnrc6a*^null^ mutants. qRT-PCR further confirmed the reduced expression of additional miR-34/449 targets, such as *Rnf213, Tmem159* and *Calcrl*, besides *Rsph1*, *Spef2* (Supplementary Fig. 10). 

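All 29 measured genes of Supplementary Table 1 were lower on average in the *Tnrc6a* null lungs, and in 22 of them every null lung lay below every WT lung. For a single gene, chance keeps 3 lungs apart from 3 in 10% of cases, and over all genes the genotypes did not overlap in 2031 (10.2%). The table was chosen on these same lungs, so this count is not independent evidence of its direction. *Rsph1*, a radial spoke head gene of motile cilia, had a difference of -0.46 on the deposited log scale, from 5.71 ± 0.02 (SD, n = 3) to 5.26 ± 0.14 (SD, n = 3), with a standard error of 0.103. *Spef2*, a gene of the central apparatus of the axoneme, had one of -0.30, from 6.15 ± 0.44 (SD, n = 3) to 5.85 ± 0.33 (SD, n = 3), with a standard error of 0.230. The difference for *Spef2* lay within the spread of the lungs, at -0.055 without WT replicate 1 and -0.485 without null replicate 3, and 18 of its 22 probe sets were lower, between -0.6 and 0.18. For *Rnf213* the difference was -0.47 (standard error 0.186) and the genotypes overlapped. It was -0.50 for *Tmem159* (standard error 0.146) and -0.54 for *Calcrl*, a receptor gene of endothelium (standard error 0.146), and both were lower in each null lung, *Calcrl* at -0.343 without null replicate 3. *Tmem159* lies within 10 Mb of *Tnrc6a*. The genes with the smallest p among those lower in each null lung, after *Tnrc6a* itself, were *Galnt18* at -0.40, *Mtmr10* at -0.41, *Axl*, *Trim12c* at -0.93, *Ide* at -0.46, *Ankrd49* at -0.55, *Klf13* at -0.42, *Olfml2b* at -0.44 and *Rsph1*. Apart from *Tnrc6a*, none of the genes named here passed over all genes (adjusted p = 0.89 from limma for each but *Spef2*, at 0.899), though *Calcrl* and *Galnt18* did with a block for WT replicate 1 and null replicate 3, and *Tmem159* and *Ide* without both lungs. Of the 29 genes 25 lay at an unadjusted p under 0.05 from limma, and 14 with the methods' t-test. Genes of the motile cilium did not pass as a group, with 34 of 49 lower and a mean difference of -0.046 (adjusted p = 0.163 from camera), but they passed without WT replicate 2 (-0.064, adjusted p = 0.0156) and without null replicate 1 (-0.062, adjusted p = 0.03), and the difference was -0.024 without null replicate 3. Within that list *Rsph1* had the smallest p, and it missed the threshold when adjusted over the list alone (adjusted p = 0.0881 from limma). Transcription factors of MCC differentiation had a mean difference of 0.041 over 13 genes (adjusted p = 0.475 from camera), and passed at 0.059 without genes below the median signal (adjusted p = 0.048), and stood at 0.003 without WT replicate 2. *Foxj1* stood at -0.06 (standard error 0.087), and genes of centriole and deuterosome assembly had a mean difference of 0.019 over 42 genes (adjusted p = 0.73 from camera), which turned to -0.017 with median centring and to -0.007 without WT replicate 3.

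**Figure D3:**
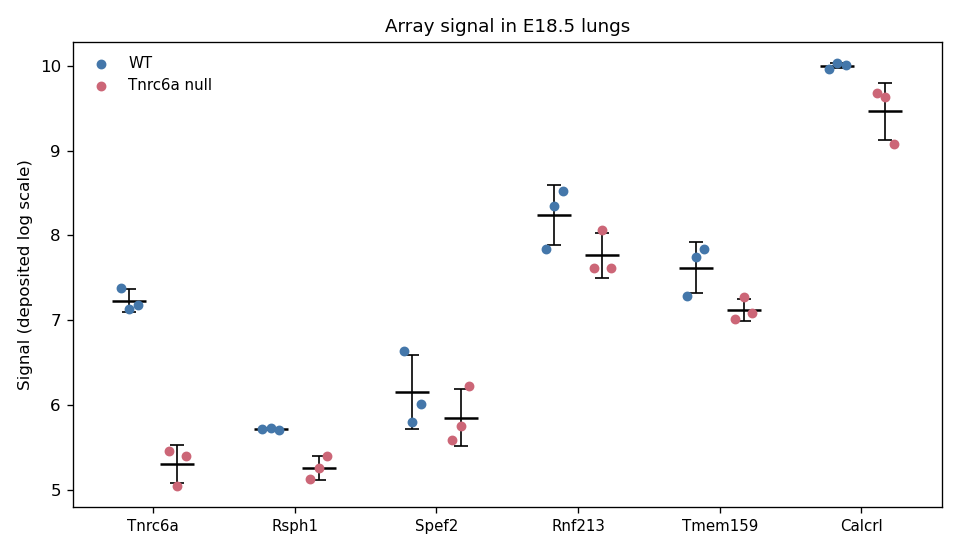
Array signal of 6 genes in E18.5 lungs. The vertical axis is the signal on the deposited log scale, each point is 1 lung, and bars are the mean and SD of the 3 lungs of a genotype. The genotypes do not overlap for *Tnrc6a*, *Rsph1*, *Tmem159* and *Calcrl*, and they overlap for *Spef2* and *Rnf213*.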

As demonstrated in other systems, genetic deletion of *Tnrc6a* disrupted miRNA function without affecting miRNA expression or stability^18^. Analysis of miR-449 (from the miR34-449 cluster) and miR-146 showed no difference in expression between WT and *Tnrc6a* null mutants (Supplementary Fig. 11).

Altogether, our data strongly suggested that, in the lung, *Tnrc6a* was not involved in degradation of miRNA targets but rather appear to be required for mRNA stabilization, and likely promoting protein synthesis.

## Discussion

Here we identified TNRC6A selectively expressed in MCCs of lungs in vivo, concentrated in a novel class of apical granules containing AGO2, miRNAs and their targets, adjacent to immature centrioles. Although present in adult airways, these granules are mostly abundant in differentiating immature MCCs. Remarkably, components required for mRNA degradation are missing in these granules, while present in P-bodies within the same MCCs. Instead, they are enriched in components of the mRNA translation machinery and show evidence of concentrated newly-synthesized proteins. We found that, in the lung, loss of *Tnrc6a* leads to broad reduction instead of accumulation of miRNA targets, suggesting a role in target mRNA stabilization, rather than in degradation. Proximity-dependent biotinylation assays using centriolar and cilia proteins as baits have reported CCP110 in close proximity to TNRC6A^36^. Here we show CCP110 and other centriolar proteins localized to the apical TNRC6A granules and no evidence of their association with enzymes involved in mRNA degradation. Notably, loss of *Tnrc6a* resulted in a drastic reduction of expression of centriolar proteins, abnormal centriologenesis and, ultimately, defective MCCs.

Cytoplasmic RNP granules in mammalian cells, including P-body, stress granule, neuronal transport granule and germ granule are generally linked to translation repression. mRNAs are not translated in stress granules where translation initiation factors are concentrated. Indeed, we found no evidence of newly-synthesized polypeptides in P-bodies in differentiating MCCs. Instead, OPP and translational machinery components were present in the apical TNRC6A-containing granules. AGO2 mainly functions as a miRNA binding protein to trigger miRNA-mediated mRNA degradation^37,38^. Interestingly, AGO2 was originally purified and cloned as a translation initiation factor and named EIF2C2 ^39^. It is known that AGO2 can interact with EIF1A in the biogenesis of miRNAs^40^. miiRNAs are well known as a negative regulators of gene expression. However, miRNAs have been also shown to stimulate mitochondrial translation to activate translation of miRNA targets in quiescent cells and to enhance translation initiation mediated by HCV-like IRESes^41–43^. There is evidence that AGO2 (a direct TNRC6A-binding partner) associates with ribosomes, functioning as a translation activator to mediate translation upregulation^44^. Recruitment of TNRC6A to AGO2/miRNA complex typically triggers a cascade of events for translation suppression and target mRNA degradation; however evidence of TNRC6A interaction with poly (A) binding proteins (PABP) also suggests a role in translation ^45–48^. Our findings, together with reports of active translation associated with FUS granules ^49^, point to a more prevalent role of cytoplasmic RNP granules in active local translation than previously suspected.

Recent studies have identified TNRC6A or AGO2 adjacent to the basal body of primary cilia or centrosomes^50,51^, suggesting that the spatial relationship between TNRC6A/AGO2 positive granules and centrioles is conserved in both primary cilia and multicilia (as we report here). We found newly-synthesized proteins (OPP) also concentrated in granules at the base of primary cilia (Fig. 10). However, primary cilia remained intact in cultured *Tnrc6a* null cells in contrast to our findings in multicilia.

**Figure 10:**
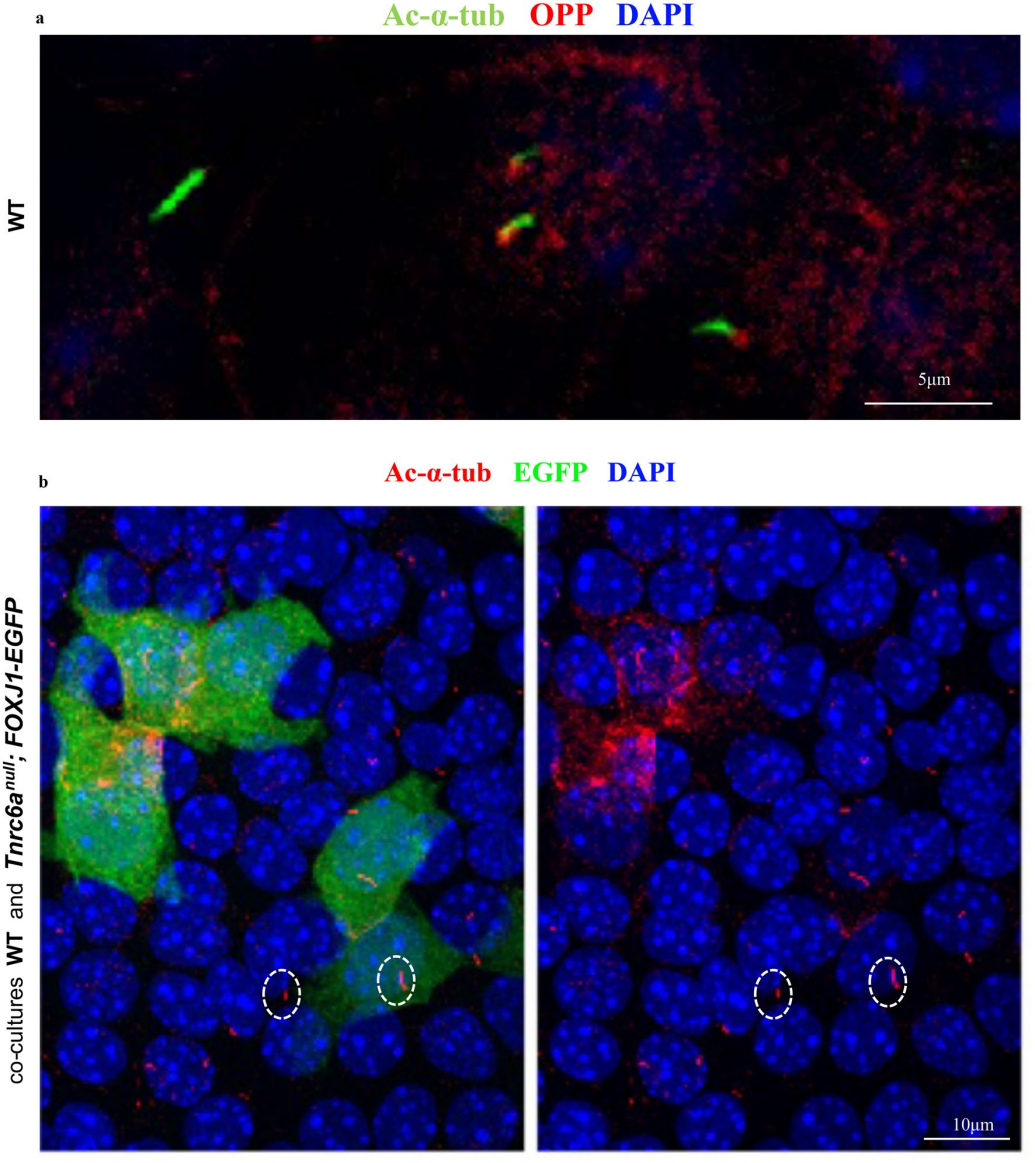
Disruption of *Tnrc6a* does not prevent primary cilia from forming. IF of ALI airway epithelial cultures at day 3. (**a**) WT ALI airway epithelial cultures: newly-synthesized proteins (red, label ed by OPP) are concentrated in foci at the base of primary cilia (green). (**b**) Co-culture of WT and Tnrc6a null; FOXJ1-EGFP cells at ALI day 3: *Tnrc6a* null cells marked by FOXJ1-EGFP (green) showing no significant defect in primary cilia marked by Ac-α-tub staining (circled).

The precise mechanism by which TNRC6A promotes mRNA translation is under investigation. Based on our current observations, we propose that induction of Tnrc6a in differentiating MCCs and their accumulation in the apical granules with AGO2 and miRNAs, such as miR-34/449, lead to recruitment of target mRNAs key for multiciliogenesis, as exemplified here by those encoding centriolar proteins. The lack of mRNA degradation enzymes in the TNRC6A granules allows stabilization of these mRNA targets for local translation. Indeed, TNRC6A is known to directly bind to poly(A) binding proteins (PABP) ^47,48^, which recruit elongation factors to initiate protein synthesis ^52,53^. Moreover, AGO2, a binding partner of TNRC6A, directly interacts with eIF1A ^40^ and presumably other elongation factors recruiting them to these apical granules. The presence of OPP and elongation factors in the TNRC6A-containing apical granules support the idea that these are site of local newly-synthesized proteins. The key role for Tnrc6a in this process was seen by the selective loss of the apical OPP-labeled foci when these granules were abolished in Tnrc6a-deficient cells (while OPP was maintained elsewhere in these cells.

In summary, our findings suggest that components of the miRNA pathways can be organized into subcellular hubs for target mRNA localization, stabilization and local translation crucial for differentiation of airway MCCs. These observations further provide strong evidence of the critical role of mRNA localization for efficient delivery and concentration of subsets of proteins to specific intracellular sites for prompt organelle biogenesis during cellular differentiation.

## Material and methods

### Mouse breeding, genotyping and monitoring

*Tnrc6a*^gt/+^ reporter mice carrying a gene trap insertion of the *β-galactosidase* gene in the *Tnrc6a* locus and Tnrc6a^gt/gt^ mutants were generated on a mixed genetic background as described^18^. Tnrc6a mutants were backcrossed to C57BL/6 for ten generations to overcome embryonic lethality. Mice are housed in a non-barrier animal facility at Columbia University Medical Center. The genotyping is performed as reported^18^. miR-34/449 null mice were bred and genotyped as described^23^. Foxj1/EGFP/Tnrc6A mice were generated by breeding Tnrc6A^gt/+^ mice to Foxj1-EGFP mice (Jax, B6; C3-Tg (Foxj1-EGFP)85Leo/J) ^54^. All animal studies were carried out with the approval of the Institutional Animal Care and Use Committee (IACUC), Columbia University Medical Campus (WVC IACUC #: AC-AABF2567).

### Cloning and packaging of lentiviral vectors

pHAGE-EGFP-Tnrc6a vector was cloned by replacing EGFP fragment of pHAGE-CMV-eGFP-W1 vector (generous gift from Dr. Darrel Kotton, Boston University Medical School) with EGFP-Tnrc6a DNA fragment from pT7-EGFP-Tnrc6a (Addgene #25035) plasmid. To do this, we first cut pHAGE-CMV-EGFP-W1 with NotI (NEB # R0189S), followed by the treatment with DNA Polymerase I, Klenow Fragment (NEB # M0210S) to blunt the end. Then EGFP fragment was released by cutting with BamHI (NEB # R0136S), followed by separation and purification of vector fragment for ligation. To prepare EGFP-Tnrc6a fragment, P7-EGFP-Tnrc6a was cut with AgelI (NEB # R0552S), followed by the treatment with DNA Polymerase I, Klenow Fragment (NEB # M0210S) to blunt the end. Then cut again with BamHI to release and purify EGFP-Tnrc6a fragment. DNA sequencing was performed following ligation and transformation to identify and confirm the right clone. Similarly, EGFP-Ago2 fragment was released from EGFP-Ago2 plasmid (EGFP-C1 backbone, addgene, # 21981) by AgeI, blunted and followed by BamH1 digestion. The same fragment of lentiviral vector used in pHAGE-EGFP-Tnrc6A cloning was used for the ligation to generate pHAGE-EGFP-Ago2. Packaging of all lentiviral vectors was performed by co-transfection of 293 T cells (80% confluent, 15 cm plate) with 2 ml of Trans-IT/DNA/media mix containing 5 plasmids encoding the lentiviral backbone (24ug) as well as tat (1.2ug), rev (1.2 μg), gag/pol (1.2ug) and vsv-g (2.4ug) viral genes together with 90 μl of Trans-IT (MIR #6600). Viral particles in the resulting supernatants were collected 48 h after transfection and concentrated by ultracentrifugation (90 min at 48960*g* on Beckman SW28 rotor). Titers used in all experiments range from 0.5–1.5 × 10^9^TU/ml. For the constructs above, lentiviral infection of basal cells isolated from mouse trachea was performed at the time of seeding and the culture were terminated at Day 3 of the differentiation, when the centriologenesis and ciliogenesis are highly active.

### Histological analyses

Tissues were dissected and fixed overnight in in 4% paraformaldehyde (Ted Pella, #18505) overnight at 4 °C, then processed either for frozen section or paraffin section by following standard procedures. All the blocks were sectioned at 10 μm either for immunostaining or for in situ hybridization.

### β-Galactosidase staining

This was performed according to protocol described previously^18^. Briefly, adult lungs of Tnrc6a^gt/+^ mouse were perfused intratracheally with 0.25% glutaraldehyde (Electron Microscopy Science, #16220) at a constant pressure of 30 cm H_2_O for 30 min, then perfused with 1XPBS for 2 h, followed with staining buffer (5 μm C6N6FeK3, 5 μm C6N6FeK4, 2 mM MgCl2, 1 mg/ml X-gal in 1XPBS) for 30 min. Then the trachea was tied and the whole lungs were incubated in the staining buffer in a 50 ml tube overnight at 37 °C. After washing in 1XPBS three times (2 h for each wash), lungs were fixed again using 4% PFA (Ted Pella, #18505) for 2 h and then processed for embedding following standard procedures. Sections of LacZ-stained lungs were either subjected to H&E staining or co-stained with antibodies specific for MCCs.

### In situ hybridization (ISH)

ISH detection of miR-34a and miR-449a and miR-92b or *Tnrc6a* mRNA expression was performed on frozen sections of mouse lungs using 5′ digoxigenin-labeled LNA probes (Exiqon) or digoxigenin-labeled antisense probe of *Tnrc6a*. Briefly, slides were washed with DEPC-treated 1X PBS 3 times for 3 min each, followed by the treatment with 100 mM triethanolamine buffer (Sigma, Cat #90279) plus 0.25% of acetic anhydride (Sigma, #320102) for 10 min, then permeabilized by incubating in PBST (1X PBS plus 0.1% Triton X-100 (Sigma, #9002-93-1) in DEPC-treated water for 30 min, and washed 3 times for 5 min each at RT in 1X PBS. After 2 h pre-hybridization using hybridization buffer without labeled probe (50% formamide (American Bioalnalytical, # 95-12-7), 10 mM Tris–HCl pH8.0, 600 mM NaCl, 1X Denhardt’s solution (Sigma, #02532), 200 μg/mL tRNA, 1 mM EDTA, 0.25% SDS (Ambion, #AM9823), 10% dextran sulfate (American Bioalnalytical, # ab427), hybridizations were carried out at 55 °C overnight in the hybridization buffer containing 25 nM of DIG-labeled miR-34a (#38487-01, ACAACCAGCTAAGACACTGCCA) or miR-449a (Exiqon, #38587-15, ACCAGCTAACAATACACTGCCA) or miR-92b (Exiqon, #610819-340, CTGCACCGCGTCCCGTC). Then, slides were sequentially washed with SSC (2X, 1X, 0.2X) at 50 °C for 30 min. followed by 0.2X SSC (Ambion, #AM9763) for 5 min at RT, and finally 1X PBS for 5 min at RT. Slides were then incubated in blocking solution (TTBS, 0.05 M Tris, pH 7.5, 0.15 M NaCl, 0.1% Tween-20, plus 5% sheep serum) and incubated with anti-digoxigenin-AP, Fab fragments (1:500, Roche, Cat. #11093274910) overnight at 4 °C. After washing in TTBS 3 times for 10 min each, signals were developed using BM purple (Roche, # 11442074001). Hybridization for Tnrc6A using digoxigenin-labeled antisense probe was performed at 70 °C by following the standard procedure. ISH of Spef2 and Rsph1 was performed by RNAscope according to manufacturer’s protocol.

### Immunofluorescence (IF) and immunohistochemistry (IHC)

For IHC, paraffin sections were deparaffinized and rehydrated by sequentially incubating sections in three washes of xylene (5 min each), two washes of 100% ethanol (10 min each), two washes of 95% ethanol (10 min each), followed by two washes in dH_2_O (5 min each). Endogenous peroxidase was quenched by incubation with 0.3% H_2_O_2_/0.3% horse serum in 1X PBS for 5 min at RT. Then, slides were washed in TNT buffer (0.1 M Tris pH 7.5, 0.15 M NaCl, 0.05% Tween-20) 3 times (5 min each), followed by blocking with TNB buffer (0.1 M Tris pH 7.5, 0.15 M NaCl, 0.5% blocking reagent) for one hour at RT. Incubation with Ac-α-tub antibody (Sigma, #T7451, 1:10,000) diluted in TNB buffer overnight at 4 °C. Slides were then washed with TNT buffer 3 times, incubated with Horseradish peroxidase (HRP) conjugated secondary antibodies (Life Technologies) for 2 h at RT, signals were developed by using the DAB staining kit (Vector Laboratories, Cat.# SK-4100). When TNRC6A monoclonal antibody (Santa Cruz, 4B6, # sc-56314) was used for immunohistochemistry, TSA Plus Fluorescence Kit (Perkin Elmer, # NEL741B001KT) was used for signal amplification. After incubating with HRP-conjugated secondary antibody, signals of slides or ALi filters were developed by TSA Plus Working Solution following manufacture’s protocol. For IF staining, cryosections or transwell filter of ALI cultures were washed in PBS, and then blocked by 5% donkey serum in PBST (1XPBS, 0.3% Triton X-100) for one hour at RT, followed by incubation with primary antibodies overnight at 4 °C (TNRC6A, human index serum, 1:3000; FOXJ1, eBioscience, # 14-9965-82, 1:100; Ac-α-tub, Sigma, # T7451, 1:10,000, or Abcam # ab125356; DCP1A, Abcam, #ab183709, 1:50; DDX6, Cell Signaling Technology, #8988S, 1:20; EDC3, Santa Cruz, # sc-55081, 1:20; EDC4/GE-1, Cell Signaling Technology, #2548S, 1:50; Xrn1, Bethyl Laboratories, #A300-443A, 1:20; γ-tubulin, Abcam, #ab84355, 1:50; EIF3B, Santa Cruz, # sc-16377, 1:50). DEUP1, Dr Xueliang Zhu’s lab, 1:300; PCM1, Cell Signaling, #5213, 1:50. Alexa Fluor 488 or 568-conjugated secondary antibodies (Donkey anti-Mouse IgG, or Donkey anti-Rabbit IgG or Donkey anti-Goat IgG; Life Technologies, 1:250 dilution) and Alexa Fluor 594 phalloidin (Life Technologies, #A22287) were used for the visualization of signals. Zeiss 710 confocal microscope was used for the image acquisition and analysis.

### Differentiation of MCCs in Air–Liquid Interface (ALI) culture of tracheal progenitors

ALI culture of mouse tracheal epithelial cells (mTEC) were performed using basal cells isolated from adult mouse tracheas as described previously^21^. Briefly, tracheas from adult (8- to 12-weeks old) mice were dissected and cleaned in ice-cold Ham's F-12 medium (Life Technologies, #31765-092) with 1% penicillin/streptomycin (Life Technologies, # 15140-163). To isolate epithelial cells, tracheas were digested in 1.5 mg/ml Pronase (Roche, #10165921001) in Ham's F-12 media overnight at 4 °C. The digestion was stopped by fetal bovine serum (FBS, sigma, #12133C, a final concentration of 10%). The epithelial cells including basal cells were dislodged from trachea by gentle inverting the tube, and medium containing epithelial cells was transferred to another tube. This was repeated for three time and medium containing epithelial cells were pooled and Centrifuge at 500×*g*, 4 °C, for 10 min. After removing the medium, epithelial cells were treated with DNase (200 μl per trachea) on ice for 5 min, and spin down again at 500×*g*, 4 °C. The pelleted cells were washed by pre-warmed mTEC/Basic medium containing advanced DMEM/F-12 (Life Technologies, #12634-028), 15 mM HEPES (Life Technologies, #15630-080), 1% penicillin/streptomycin, 4 mM glutamine (Life Technologies, #35050-061), 3.6 mM sodium bicarbonate (Life Technologies, #25080-094), and 0.25ug/mL Amphotericin B (Life Technologies, #15290-018), and centrifuged at 500×*g* for 5 min. Then cells were resuspended in mTEC/Plus medium, which contained mTEC/Basic medium with 5% FBS, 25 ng/ml Epidermal Growth factor (EGF) (Corning, #354001), 10 μg/ml Insulin (Sigma, #I6634), 5 μg/ml Transferrin (Sigma, #T1147), 0.1 μg/ml Cholera Toxin (Sigma, #C8052), 30 μg/ml Bovine Pituitary Extract (BPE)(sigma,#P1476), and freshly added 50 nM retinoic acid (RA, Sigma, #R2625), and plated on rat tail type I collagen (Advanced Biomatrix, #5056) coated trans-wells (Corning, #3470) of 24-well plates. 10 μM Rock inhibitor Y27632 (Tocris, # 1254) was added to mTEC/Plus only once when the cells were plated. The mTEC/Plus medium was changed every other day for 7 days, until we switched the culture to air–liquid interface culture by removing the media in the apical chamber, and replacing the media in the basal chamber with mTEC/SF medium. The mTEC/SF medium was changed every other day until the culture was terminated at different time point. Cultures were terminated at different time point after the induction of differentiation and harvested for RNA isolation or Immunofluorescence. For IF, cultures filters were washed with room temperature PBS twice, then fixed by 4% PFA for 15 min, followed by three time of washes in PBS, and keep them in PBS at 4 °C.

### Single-molecule fluorescence in situ hybridization (smFISH)

mTEC epithelial cultures were fixed for 15 min in 4% PFA, followed by three washed in PBS then transfer to 70% ethanol for storage. In situ hybridization and imaging were performed as previously reported^28^. Fluorescence labeled DNA oligo probes are from Itzkovitz’s Laboratory. All probes are labeled with Cy5 except rRNA 18s (TMR).

### O-Propargyl-puromycin (OPP) labeling and imaging

mTEC cultures were treated with either 50 μg/ml Cycloheximide (Sigma-Aldrich, C7698) or DMSO control for 15 min, followed by 30 min incubation with 50 μM OPP (Jena Bioscience, NU-913-5). Cultures were then washed with room temperature PBS and fixed with 4% of PFA, followed by three washes in PBS. OPP features an alkyne group that can be detected and imaged by the addition of azide-coupled fluorophores in the highly specific click reaction^27,28^. The click reaction was performed subsequently to the IF staining by making use of the Click-iT Alexa Fluor 488 or Click-iT Alexa Fluor 647 Imaging Kits (Thermo Fisher Scientific, C10337 and C10340). The kits were used according to the manufacturer’s instruction with the exception of an additional 20-fold dilution of the working solution of the Alexa Fluor azide dye in DMSO.

### Immunofluorescence (IF) signal quantitation and statistical analysis

To quantify the IF staining of newly synthesized proteins (OPP) and other centriolar proteins, Z-stack of confocal images were taken for the entire cells. For OPP staining, several planes covering the entire OPP foci were chosen and the maximal projection images of these planes were acquired. Then the areas encompassing the OPP foci and background were marked using ImageJ and the mean optical intensity was calculated. For centriolar proteins, we first generated the maximal projection image for entire cells, and drew the cell boundaries. Then the mean optical intensities were measured by ImageJ. Data were presented as the mean ± SEM and subjected to 2-tailed, paired Student’s t test. P < 0.05 was considered significant. In all experiments a minimum of 3–4 replicates (ALI cultures or lung sections) were used for analyses.

### Scanning Electron Microscopy (SEM)

Tracheas from E18.5 WT or Tnrc6a^gt/gt^ embryonic lungs were dissected, fixed in 2.5% glutaraldehyde, 0.1 M sodium Cacodylate, 0.2 M Sucrose, 5 mM MgCl2 pH 7.4 and dehydrated through a graded series of ethanol dilutions. Samples were processed using liquid carbon dioxide in a Tousimis Samdri 795 Critical Point Drier (Rockville MD), sputter coated with chromium in a Quorum EMS 150 T ES (Quorum Technologies Ltd, United Kingdom) and examined in a Zeiss Supra Field Emission Scanning Electron Microscope (Carl Zeiss Microscopy, LLC North America), using an accelerating voltage of 2 kV. For quantitative analysis, lungs (n = 2) were examined and about 120 cells were counted for each sample.

## Supplementary Information

Supplementary Information.

## Data Availability

All procedures and experiments were performed in accordance with the relevant guidelines, regulations and protocols approved by CUIMC (Institutional Animal Care and Use Committee approval: WVC IACUC #: AC-AABF2567). All methods are reported in accordance with ARRIVE guidelines. Data referenced in this study from transcriptomics of control and Tnrc6a null mice in lung (E18.5) and yolk sac (E9.5) are available in the National Center for Biotechnology Information Gene Expression Omnibus (GEO) and are accessible through the GEO Series accession number GSE89327, GSE30244 and GSE89327. The data is available in link https://drive.google.com/drive/folders/15JZ_G_kxdZSpjS9dw1tIHfZEds-dUNwk?usp=sharin. All other relevant data are available from the corresponding author upon request.

# Supplementary material for: A local translation program regulates centriole amplification in the airway epithelium
**Source:** Sci Rep. 2023 May 1;13:7090. doi: 10.1038/s41598-023-34365-8
**Supplement:** Supplementary file 1 — Supplementary Information.

## Slide 1
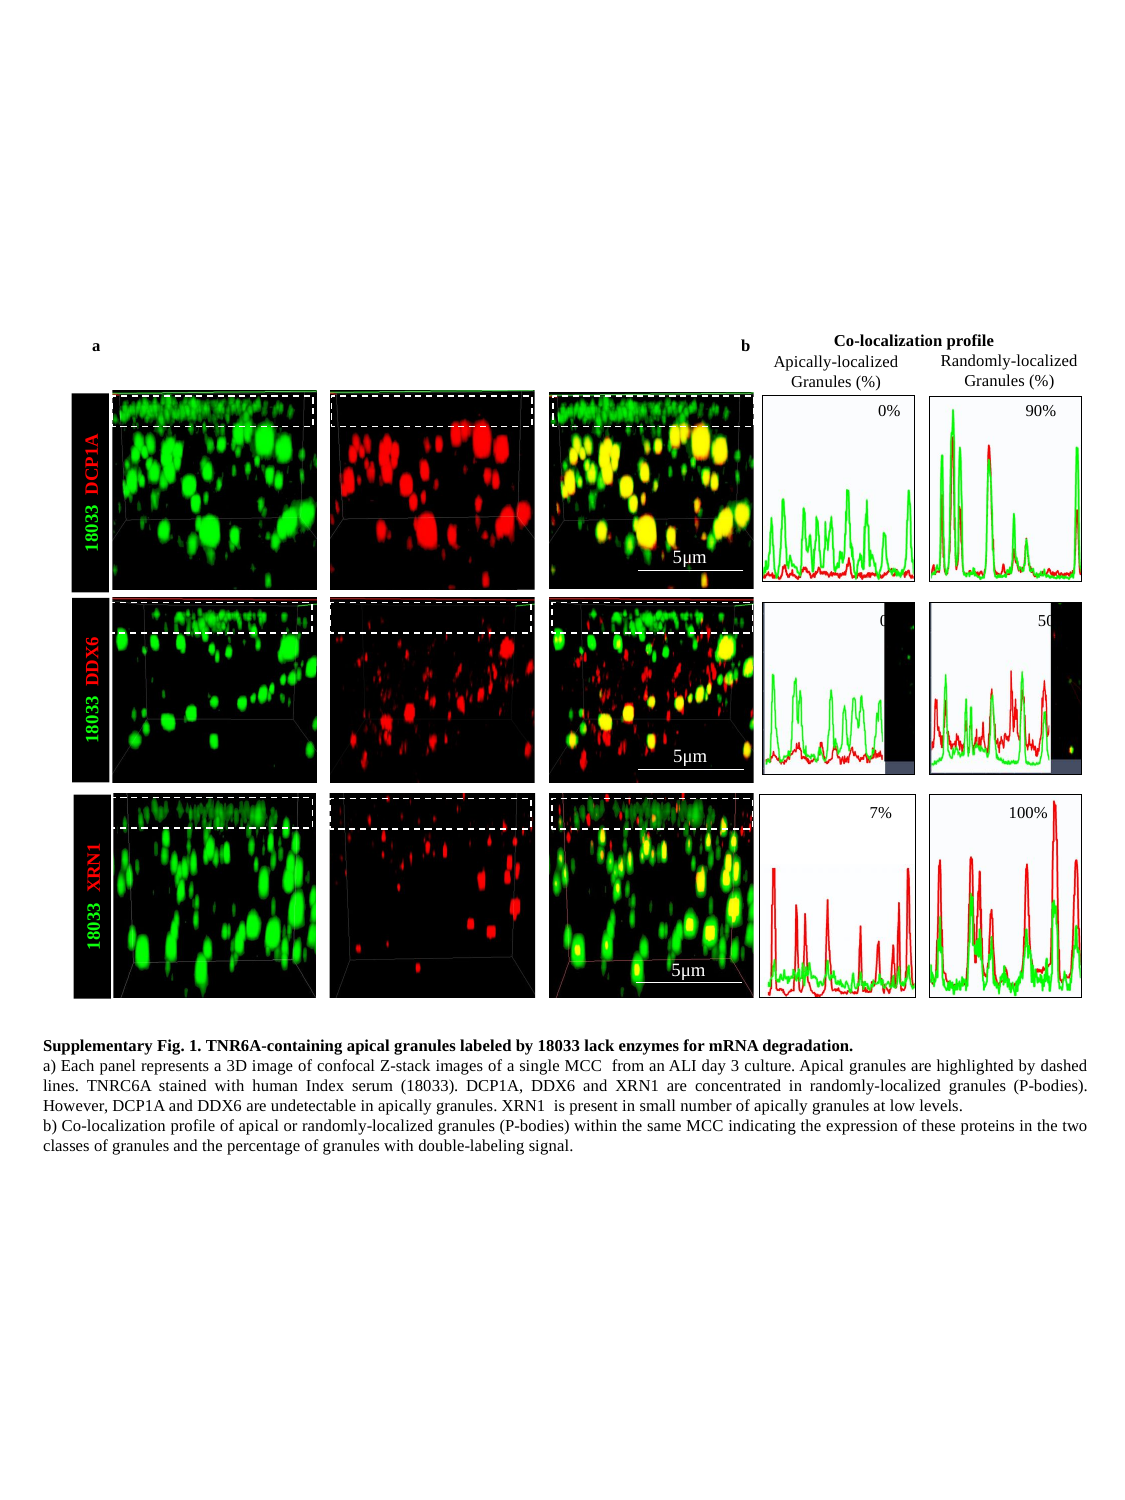

Co-localization profile
Randomly-localized
Granules (%)
Apically-localized
Granules (%)
0%
90%
0%
50%
7%
100%
a
b
18033 DCP1A
5μm
18033 DDX6
5μm
18033 XRN1
5μm
Supplementary Fig. 1. TNR6A-containing apical granules labeled by 18033 lack enzymes for mRNA degradation.
a) Each panel represents a 3D image of confocal Z-stack images of a single MCC from an ALI day 3 culture. Apical granules are highlighted by dashed lines. TNRC6A stained with human Index serum (18033). DCP1A, DDX6 and XRN1 are concentrated in randomly-localized granules (P-bodies). However, DCP1A and DDX6 are undetectable in apically granules. XRN1 is present in small number of apically granules at low levels.
b) Co-localization profile of apical or randomly-localized granules (P-bodies) within the same MCC indicating the expression of these proteins in the two classes of granules and the percentage of granules with double-labeling signal.

## Slide 2
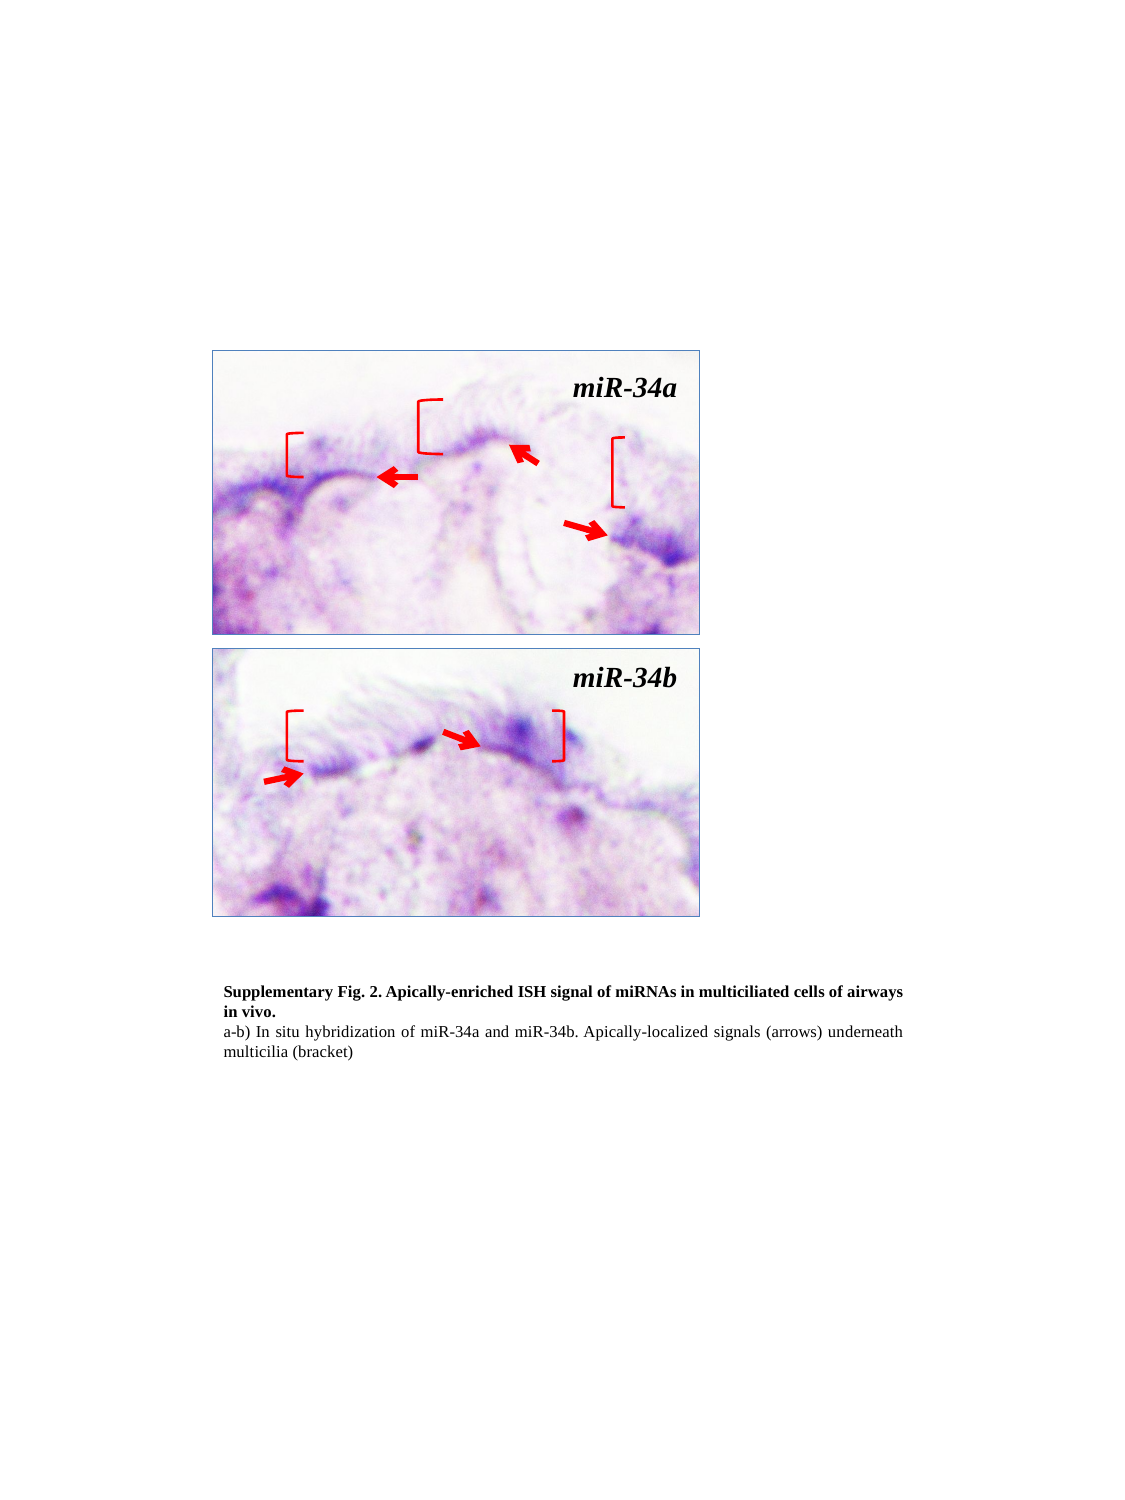

miR-34a
miR-34b
Supplementary Fig. 2. Apically-enriched ISH signal of miRNAs in multiciliated cells of airways in vivo.
a-b) In situ hybridization of miR-34a and miR-34b. Apically-localized signals (arrows) underneath multicilia (bracket)

## Slide 3
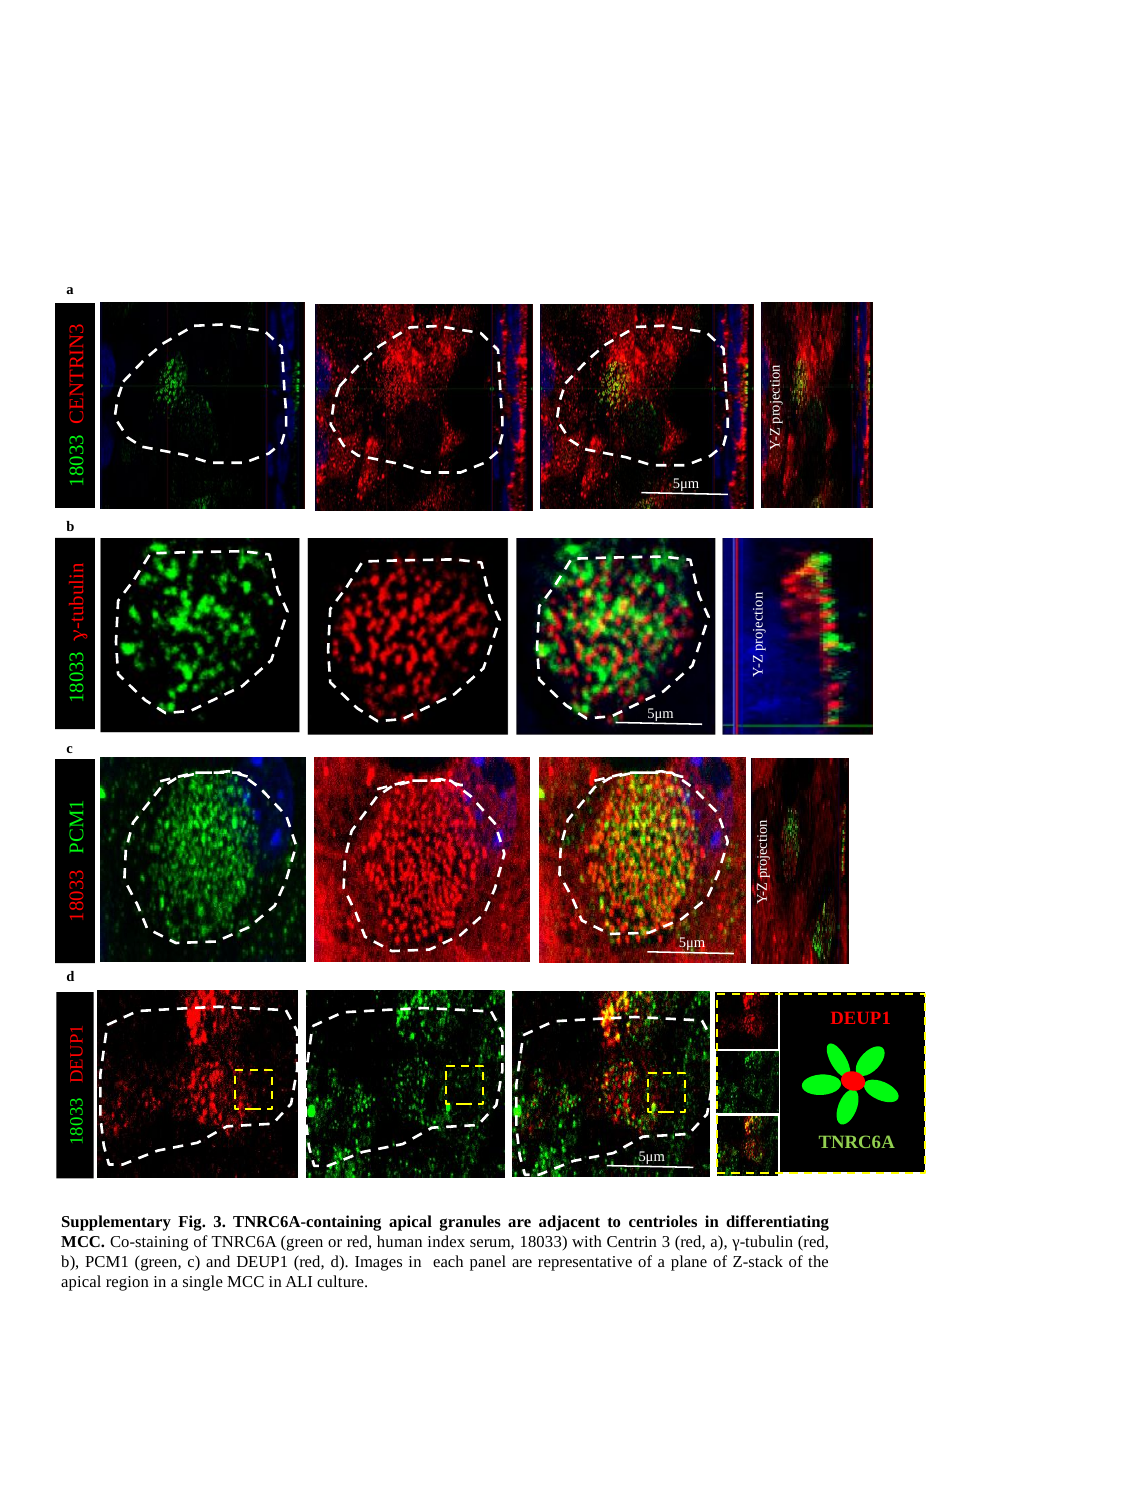

a
18033 CENTRIN3
Y-Z projection
5μm
b
18033 g-tubulin
Y-Z projection
d
5μm
c
18033 PCM1
Y-Z projection
5μm
d
DEUP1
TNRC6A
18033 DEUP1
5μm
Supplementary Fig. 3. TNRC6A-containing apical granules are adjacent to centrioles in differentiating MCC. Co-staining of TNRC6A (green or red, human index serum, 18033) with Centrin 3 (red, a), γ-tubulin (red, b), PCM1 (green, c) and DEUP1 (red, d). Images in each panel are representative of a plane of Z-stack of the apical region in a single MCC in ALI culture.

## Slide 4
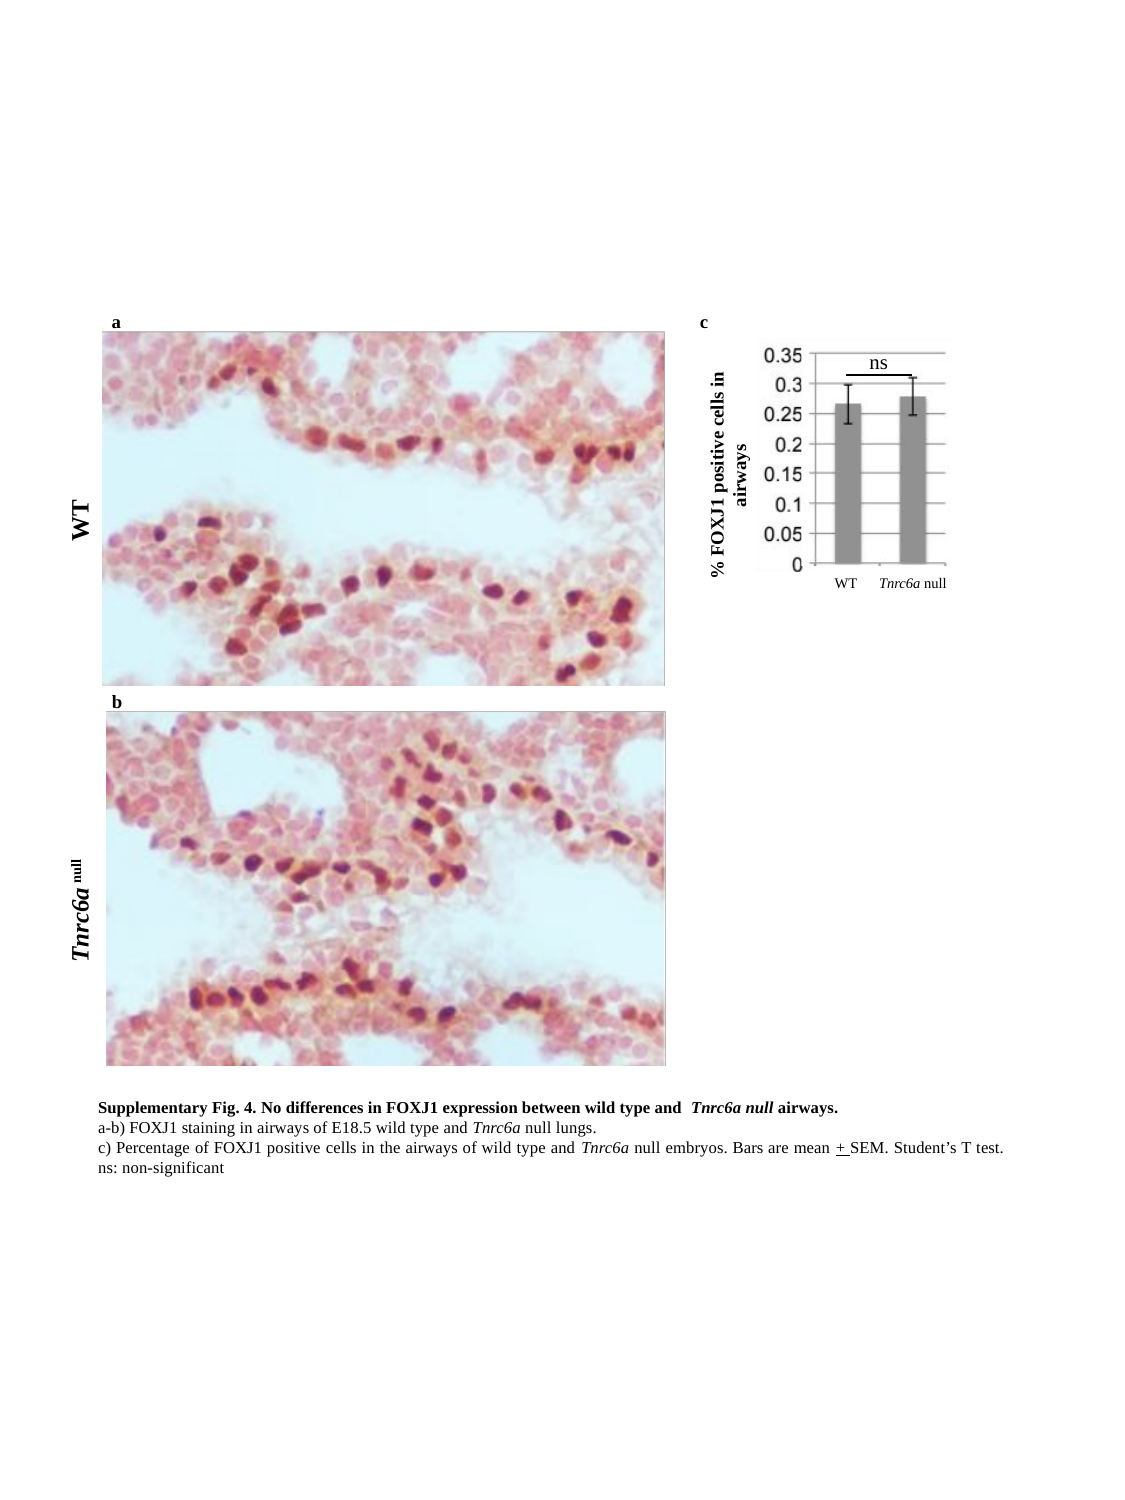

a
c
WT
Tnrc6a null
ns
% FOXJ1 positive cells in airways
WT
b
Tnrc6a null
Supplementary Fig. 4. No differences in FOXJ1 expression between wild type and Tnrc6a null airways.
a-b) FOXJ1 staining in airways of E18.5 wild type and Tnrc6a null lungs.
c) Percentage of FOXJ1 positive cells in the airways of wild type and Tnrc6a null embryos. Bars are mean + SEM. Student’s T test. ns: non-significant

## Slide 5
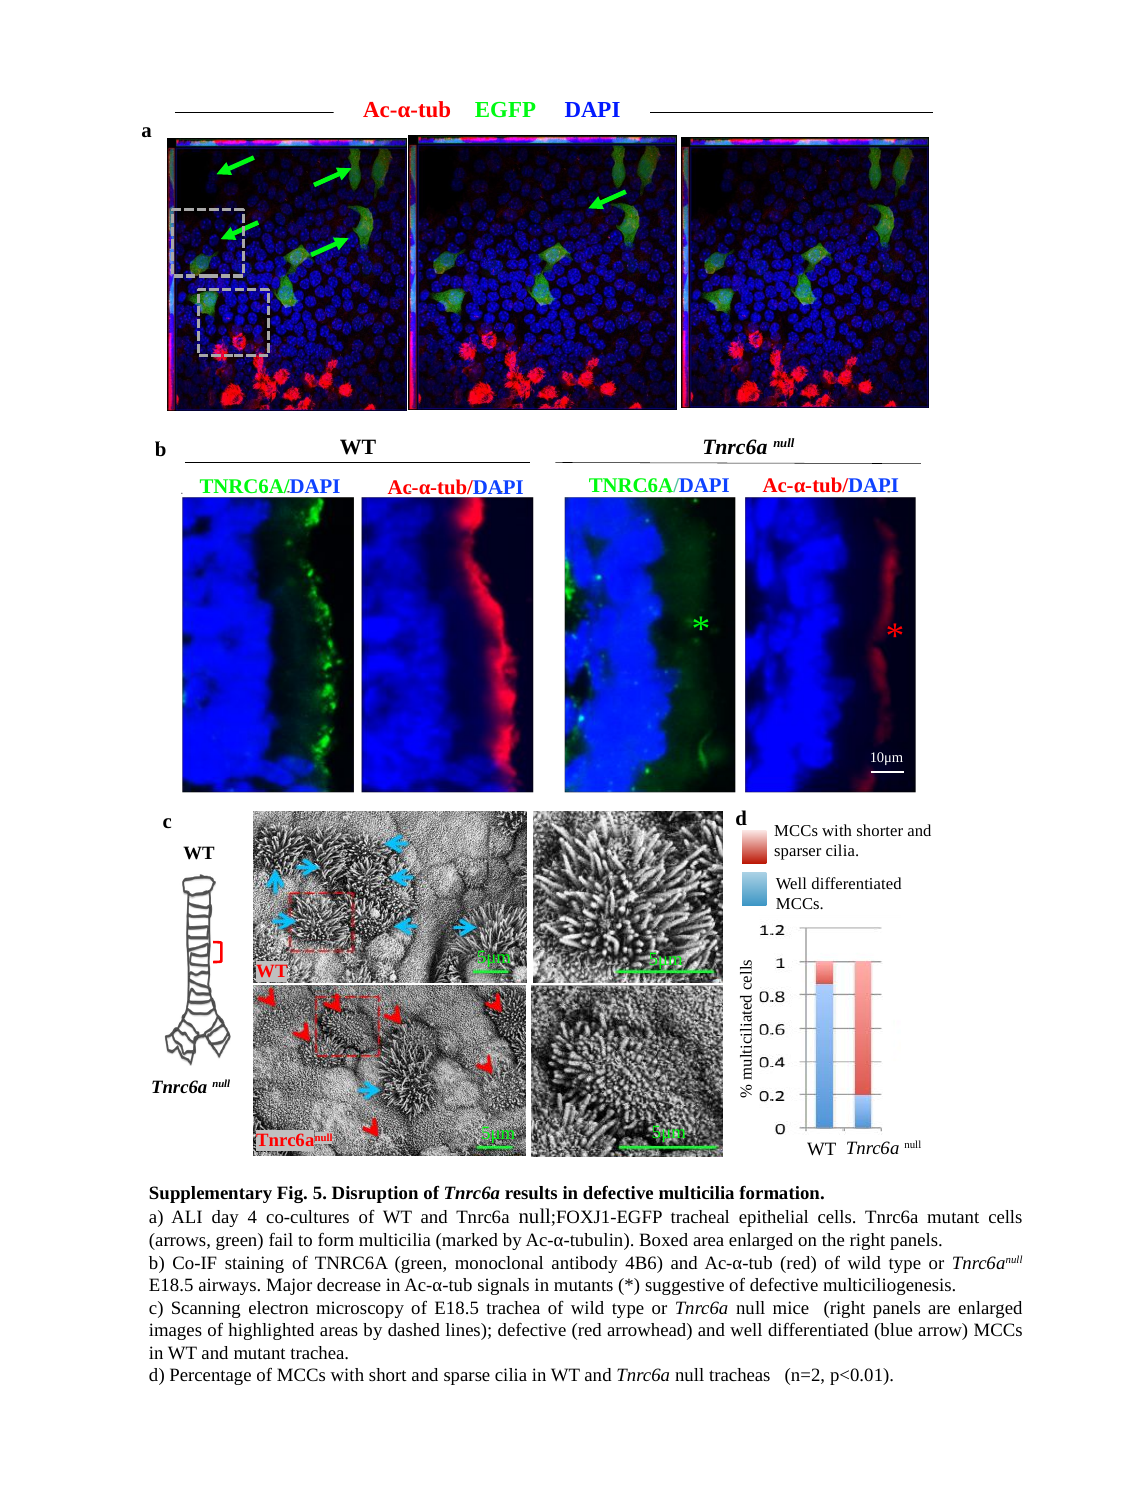

Ac-α-tub /EGFP /DAPI
a
Tnrc6a null
WT
b
TNRC6A/DAPI
Ac-α-tub/DAPI
TNRC6A/DAPI
Ac-α-tub/DAPI
10μm
d
MCCs with shorter and sparser cilia.
Well differentiated
MCCs.
% multiciliated cells
 Tnrc6a null
WT
c
WT
5μm
5μm
WT
Tnrc6a null
5μm
5μm
Tnrc6anull
*
*
Supplementary Fig. 5. Disruption of Tnrc6a results in defective multicilia formation.
a) ALI day 4 co-cultures of WT and Tnrc6a null;FOXJ1-EGFP tracheal epithelial cells. Tnrc6a mutant cells (arrows, green) fail to form multicilia (marked by Ac-α-tubulin). Boxed area enlarged on the right panels.
b) Co-IF staining of TNRC6A (green, monoclonal antibody 4B6) and Ac-α-tub (red) of wild type or Tnrc6anull E18.5 airways. Major decrease in Ac-α-tub signals in mutants (*) suggestive of defective multiciliogenesis.
c) Scanning electron microscopy of E18.5 trachea of wild type or Tnrc6a null mice (right panels are enlarged images of highlighted areas by dashed lines); defective (red arrowhead) and well differentiated (blue arrow) MCCs in WT and mutant trachea.
d) Percentage of MCCs with short and sparse cilia in WT and Tnrc6a null tracheas (n=2, p<0.01).

## Slide 6
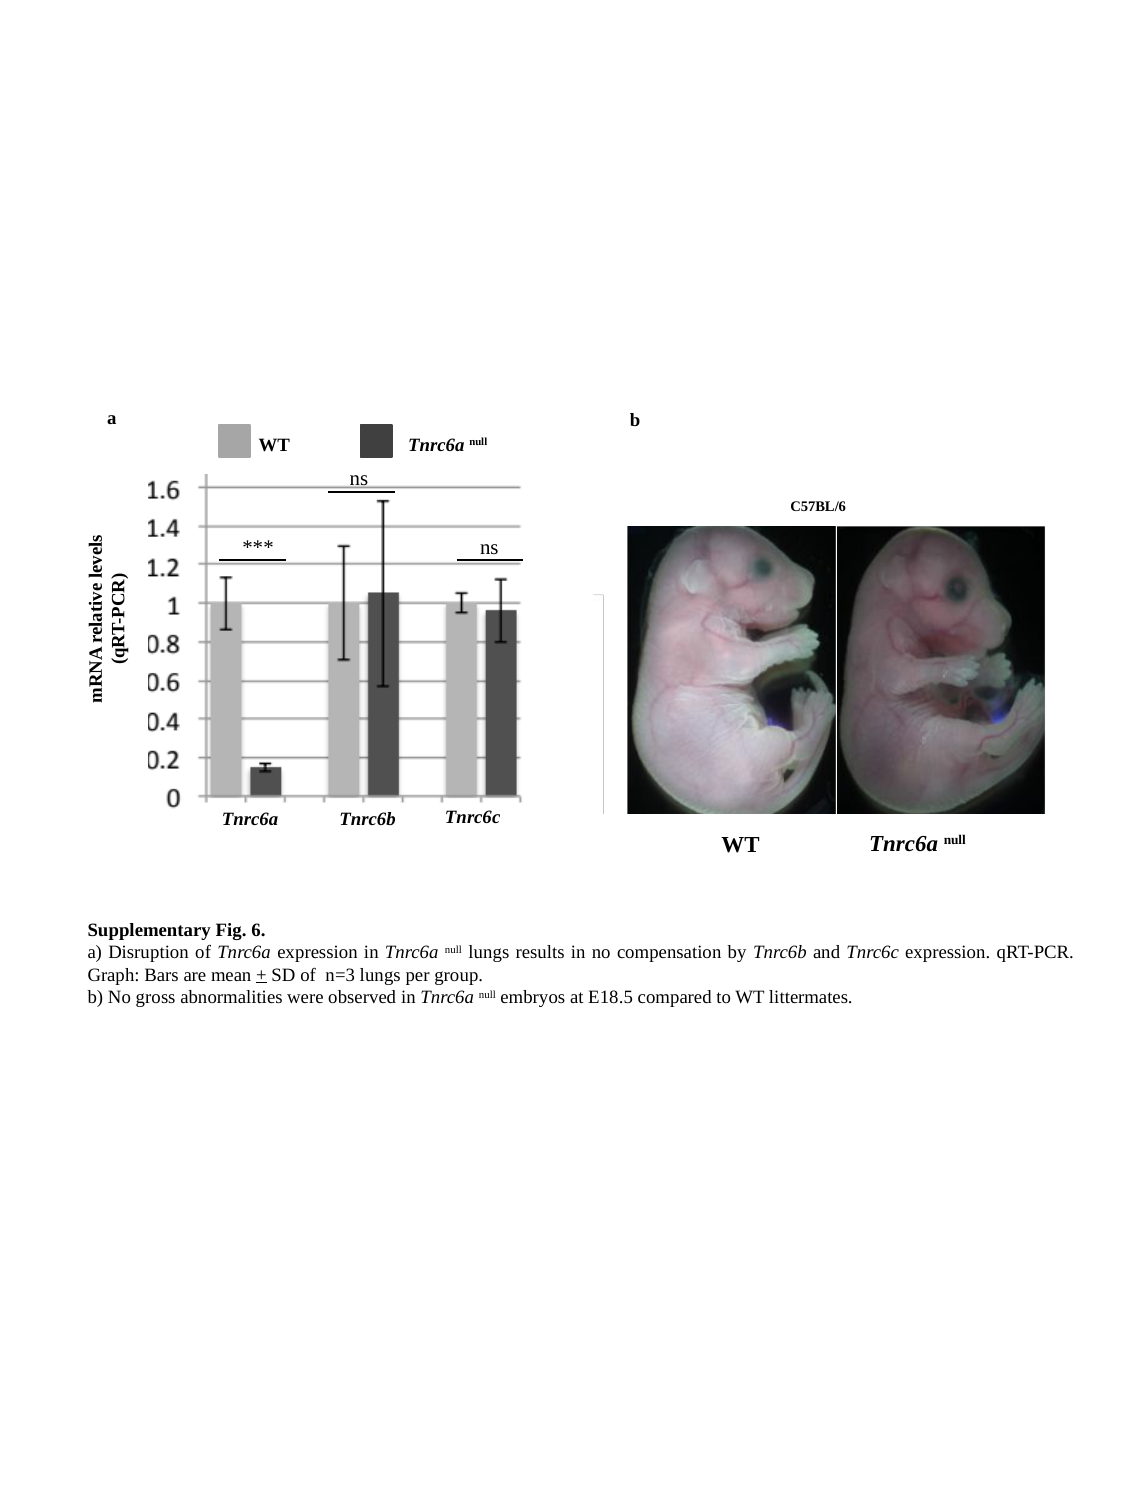

a
b
WT
Tnrc6a null
C57BL/6
mRNA relative levels
(qRT-PCR)
Tnrc6c
Tnrc6a
Tnrc6b
Tnrc6a null
WT
Supplementary Fig. 6.
a) Disruption of Tnrc6a expression in Tnrc6a null lungs results in no compensation by Tnrc6b and Tnrc6c expression. qRT-PCR. Graph: Bars are mean + SD of n=3 lungs per group.
b) No gross abnormalities were observed in Tnrc6a null embryos at E18.5 compared to WT littermates.
ns
***
ns

## Slide 7
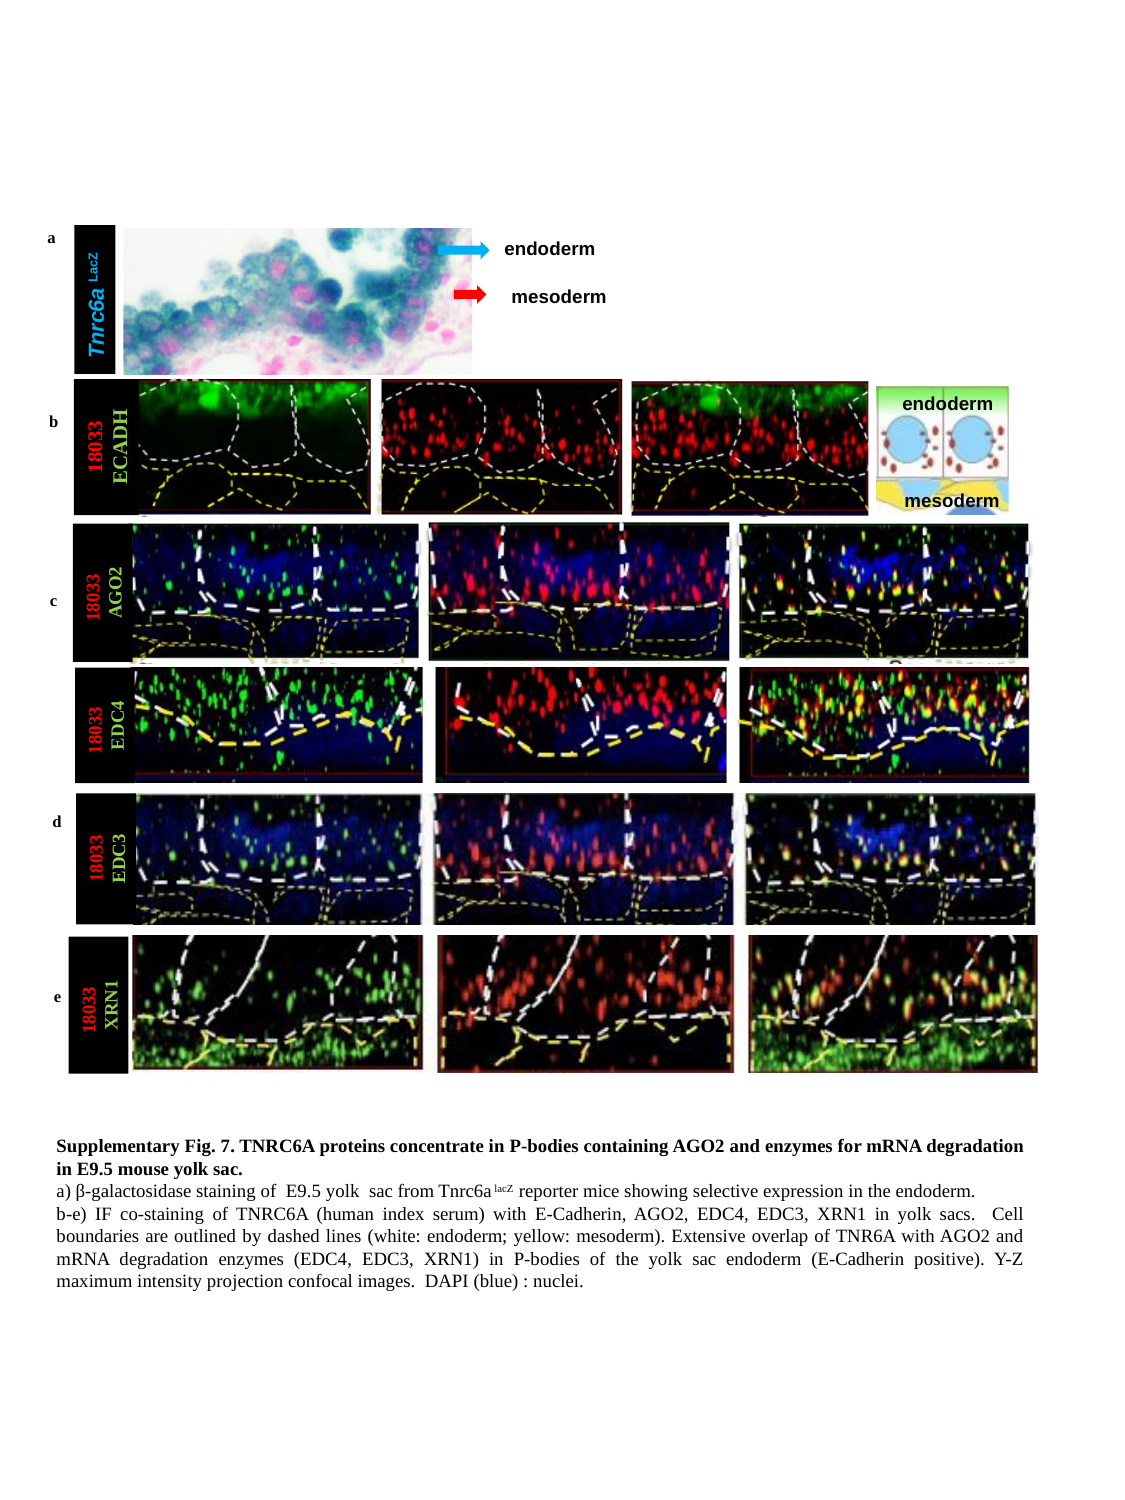

a
endoderm
mesoderm
Tnrc6a LacZ
18033 ECADH
18033 /
AGO2
18033 /
EDC4
18033
EDC3
18033 /
XRN1
endoderm
b
mesoderm
c
d
e
Supplementary Fig. 7. TNRC6A proteins concentrate in P-bodies containing AGO2 and enzymes for mRNA degradation in E9.5 mouse yolk sac.
a) β-galactosidase staining of E9.5 yolk sac from Tnrc6a lacZ reporter mice showing selective expression in the endoderm.
b-e) IF co-staining of TNRC6A (human index serum) with E-Cadherin, AGO2, EDC4, EDC3, XRN1 in yolk sacs. Cell boundaries are outlined by dashed lines (white: endoderm; yellow: mesoderm). Extensive overlap of TNR6A with AGO2 and mRNA degradation enzymes (EDC4, EDC3, XRN1) in P-bodies of the yolk sac endoderm (E-Cadherin positive). Y-Z maximum intensity projection confocal images. DAPI (blue) : nuclei.

## Slide 8
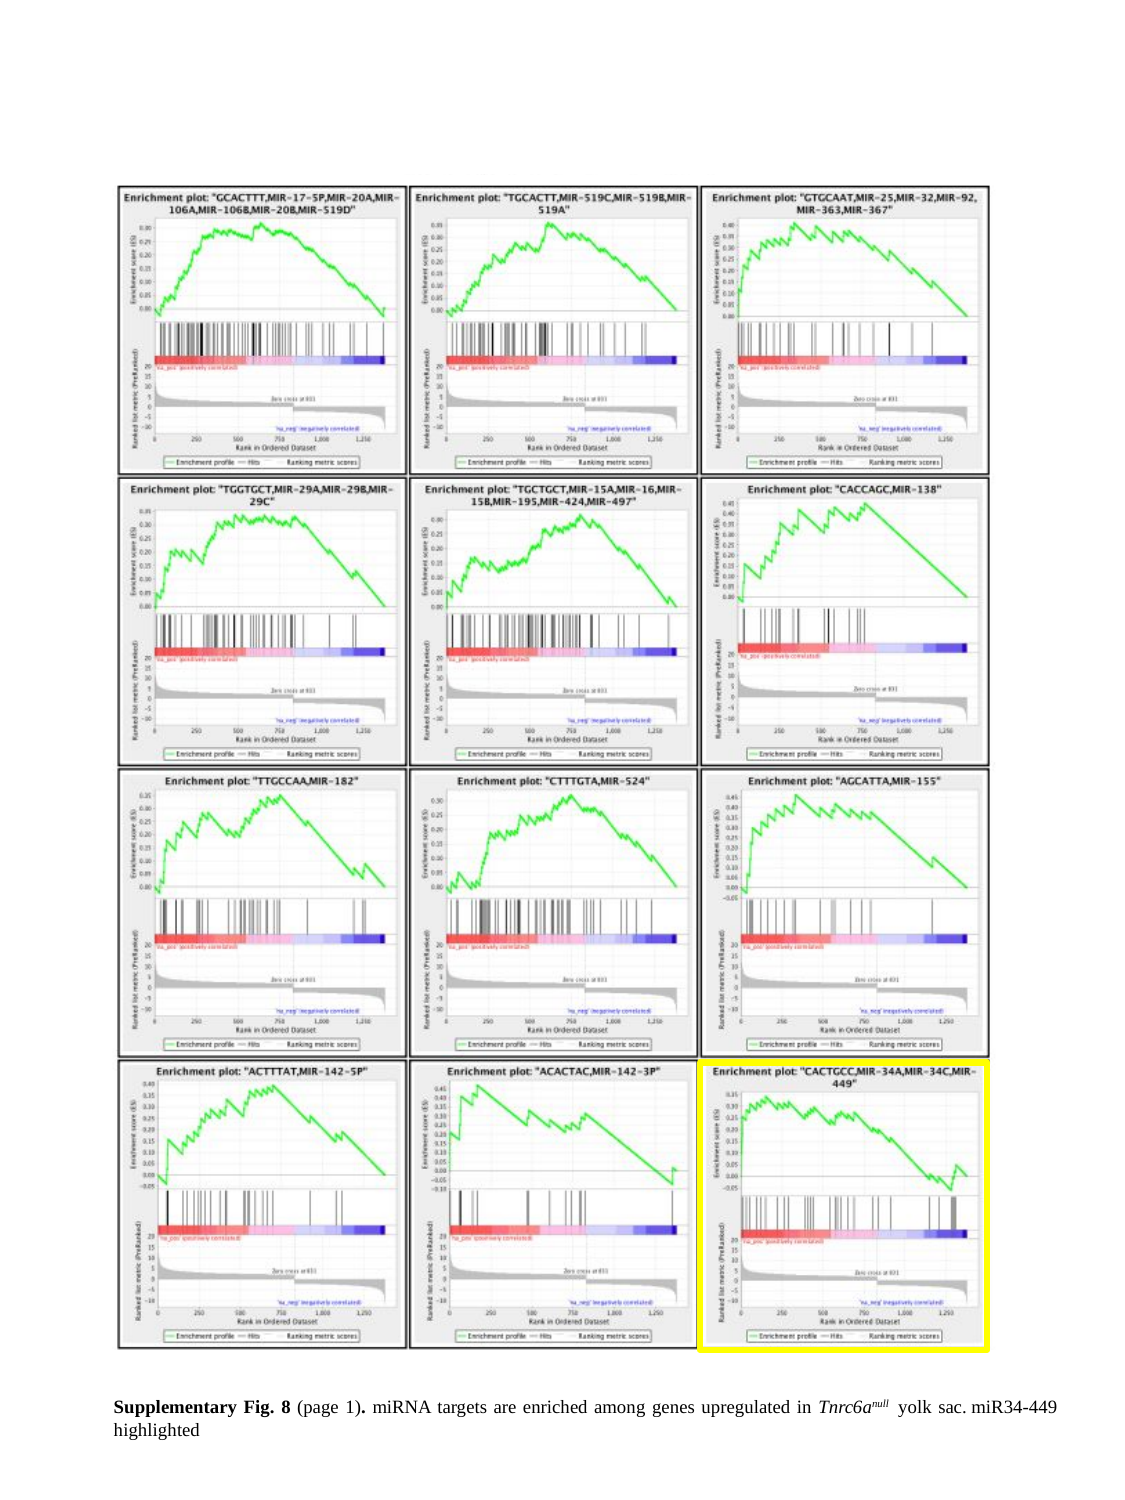

Supplementary Fig. 8 (page 1). miRNA targets are enriched among genes upregulated in Tnrc6anull yolk sac. miR34-449 highlighted

## Slide 9
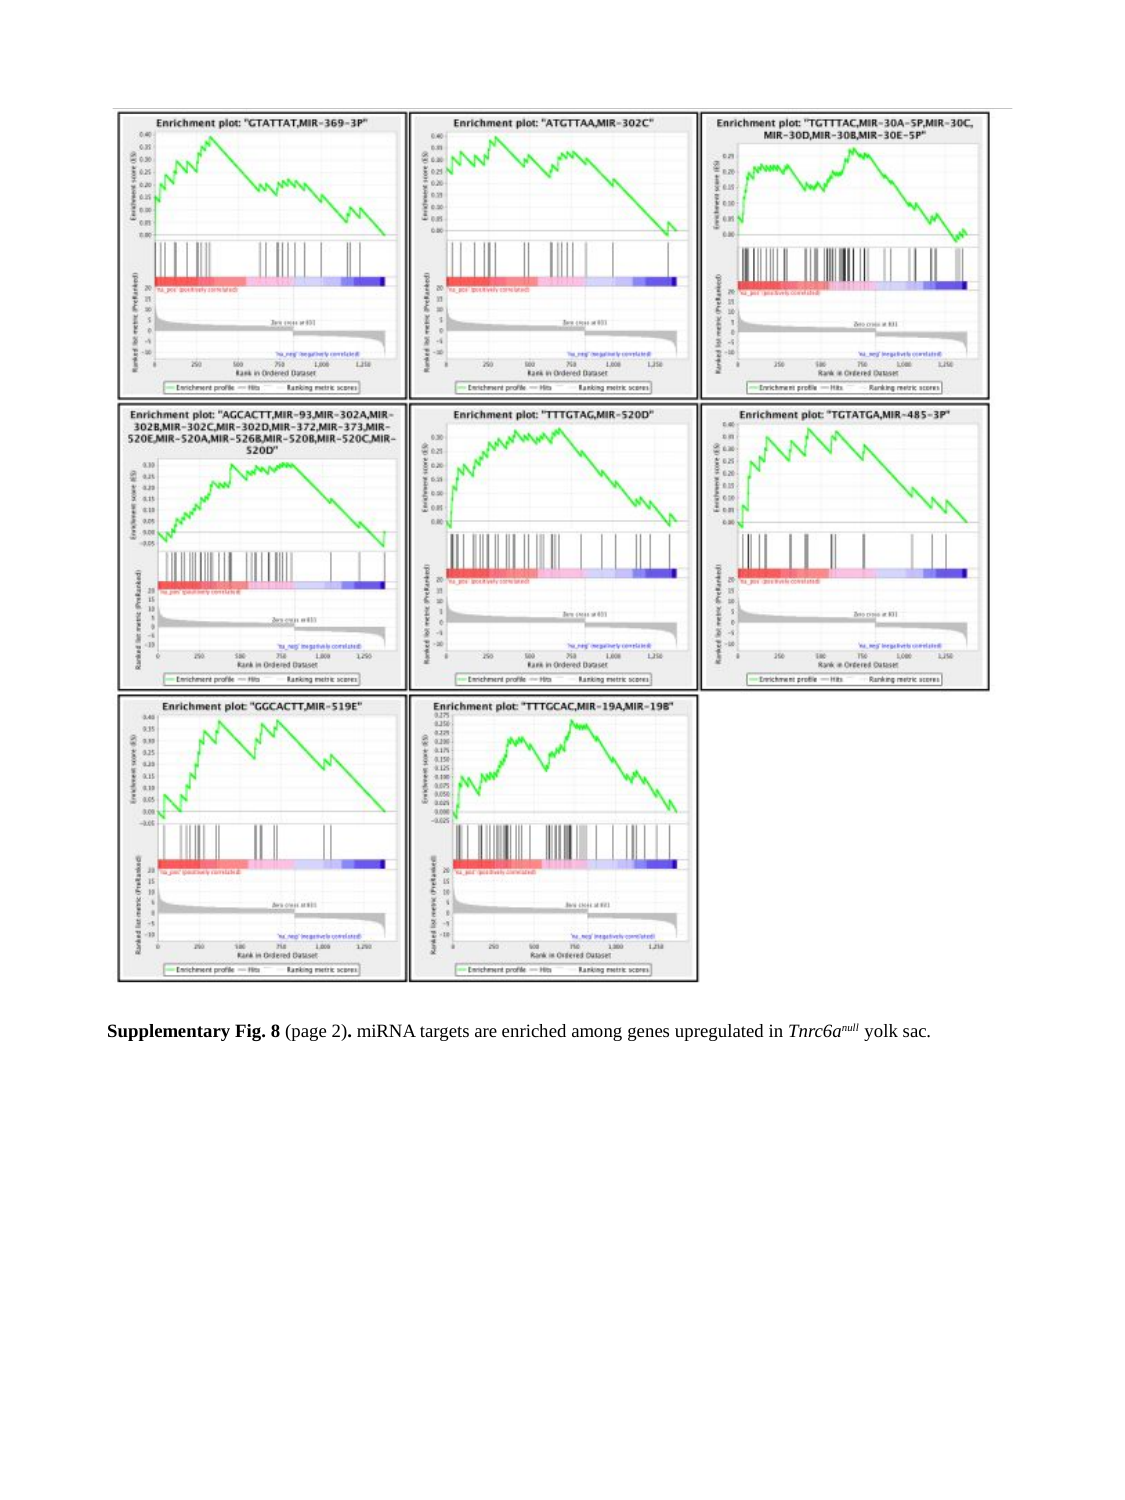

Supplementary Fig. 8 (page 2). miRNA targets are enriched among genes upregulated in Tnrc6anull yolk sac.

## Slide 10
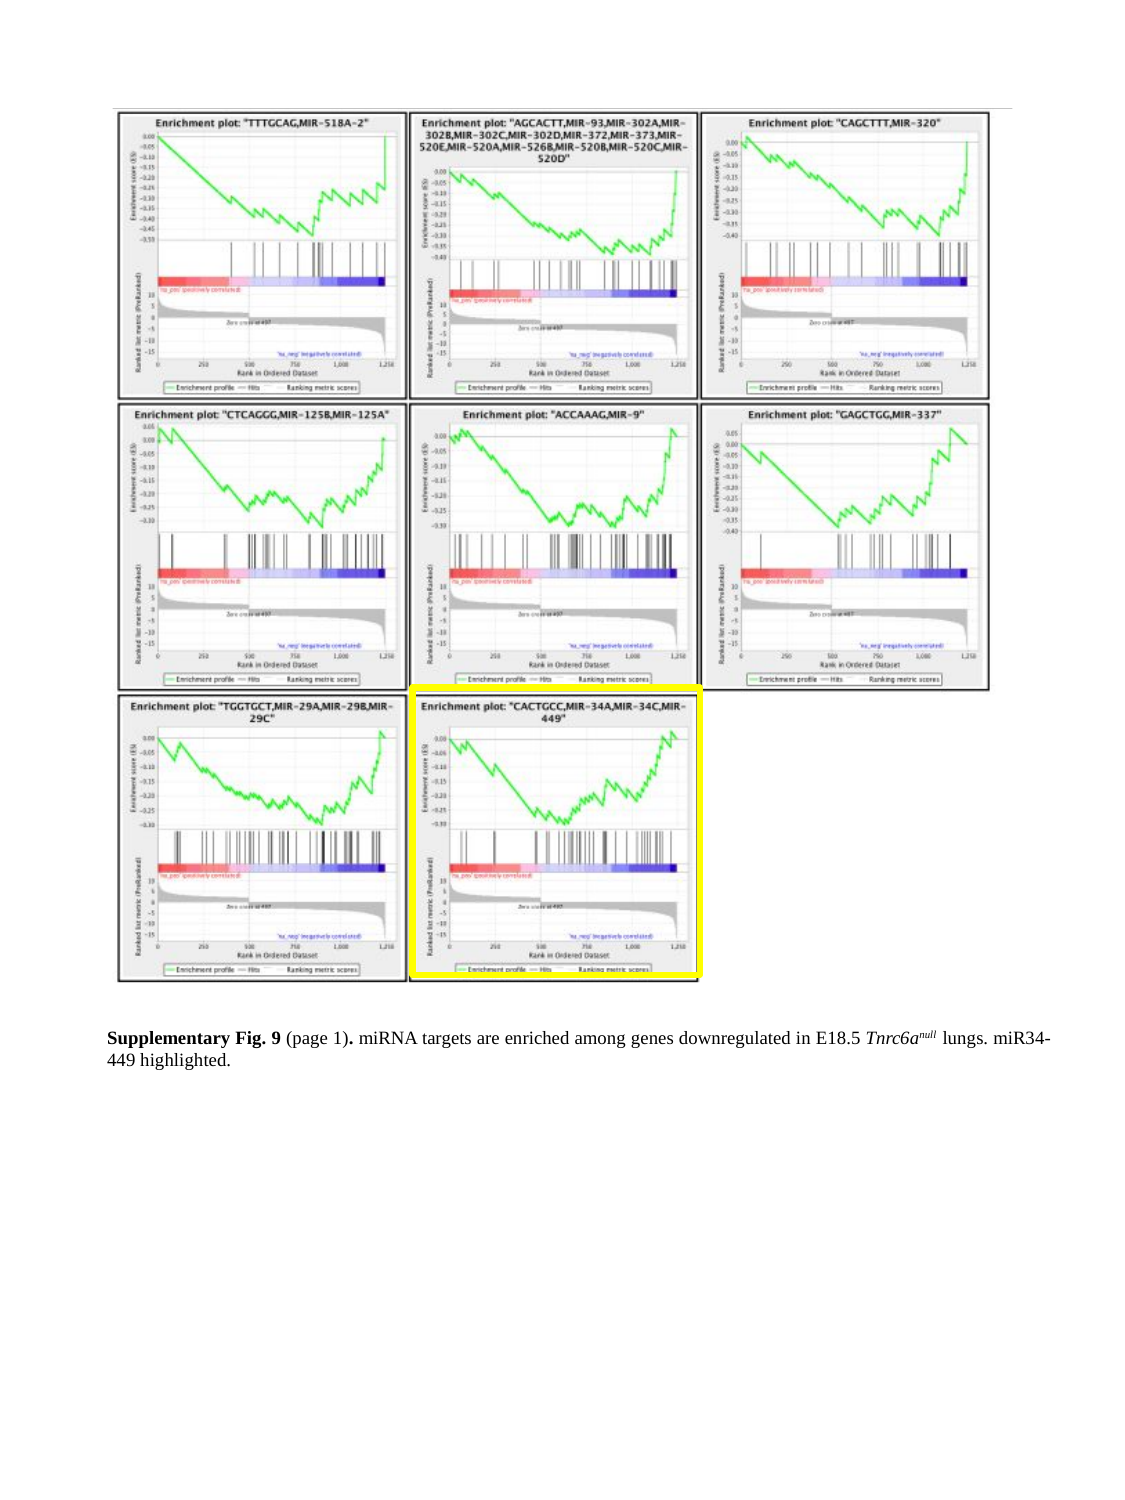

Supplementary Fig. 9 (page 1). miRNA targets are enriched among genes downregulated in E18.5 Tnrc6anull lungs. miR34-449 highlighted.

## Slide 11
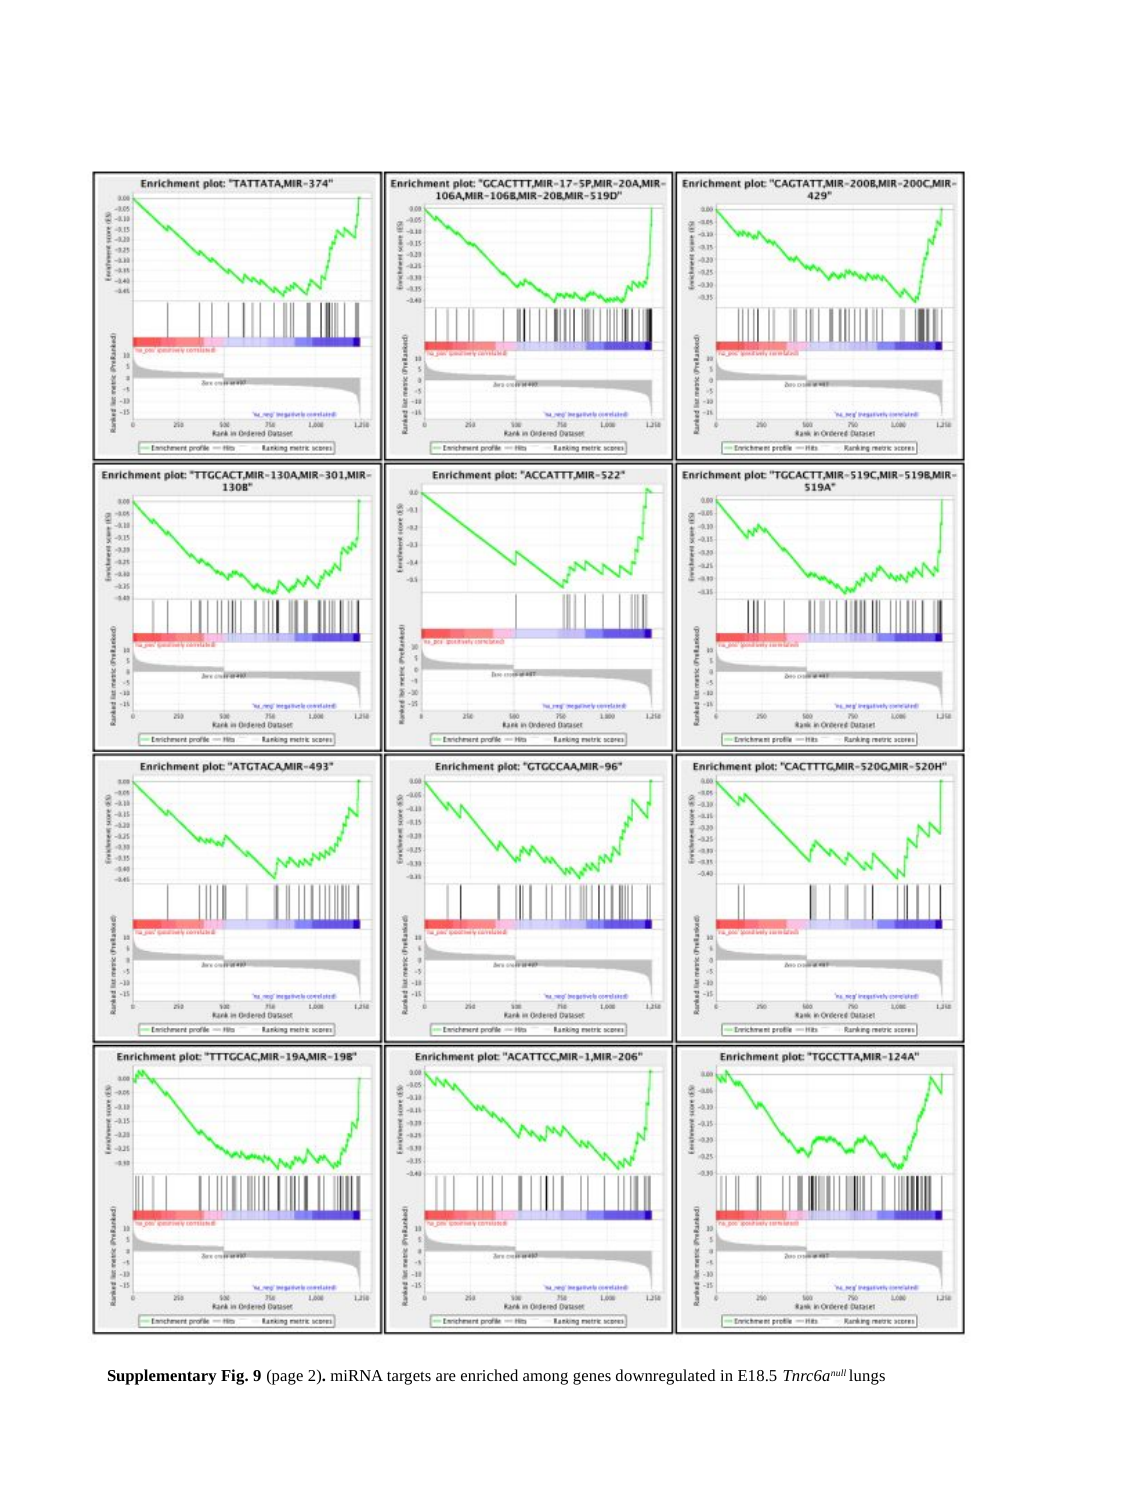

Supplementary Fig. 9 (page 2). miRNA targets are enriched among genes downregulated in E18.5 Tnrc6anull lungs

## Slide 12
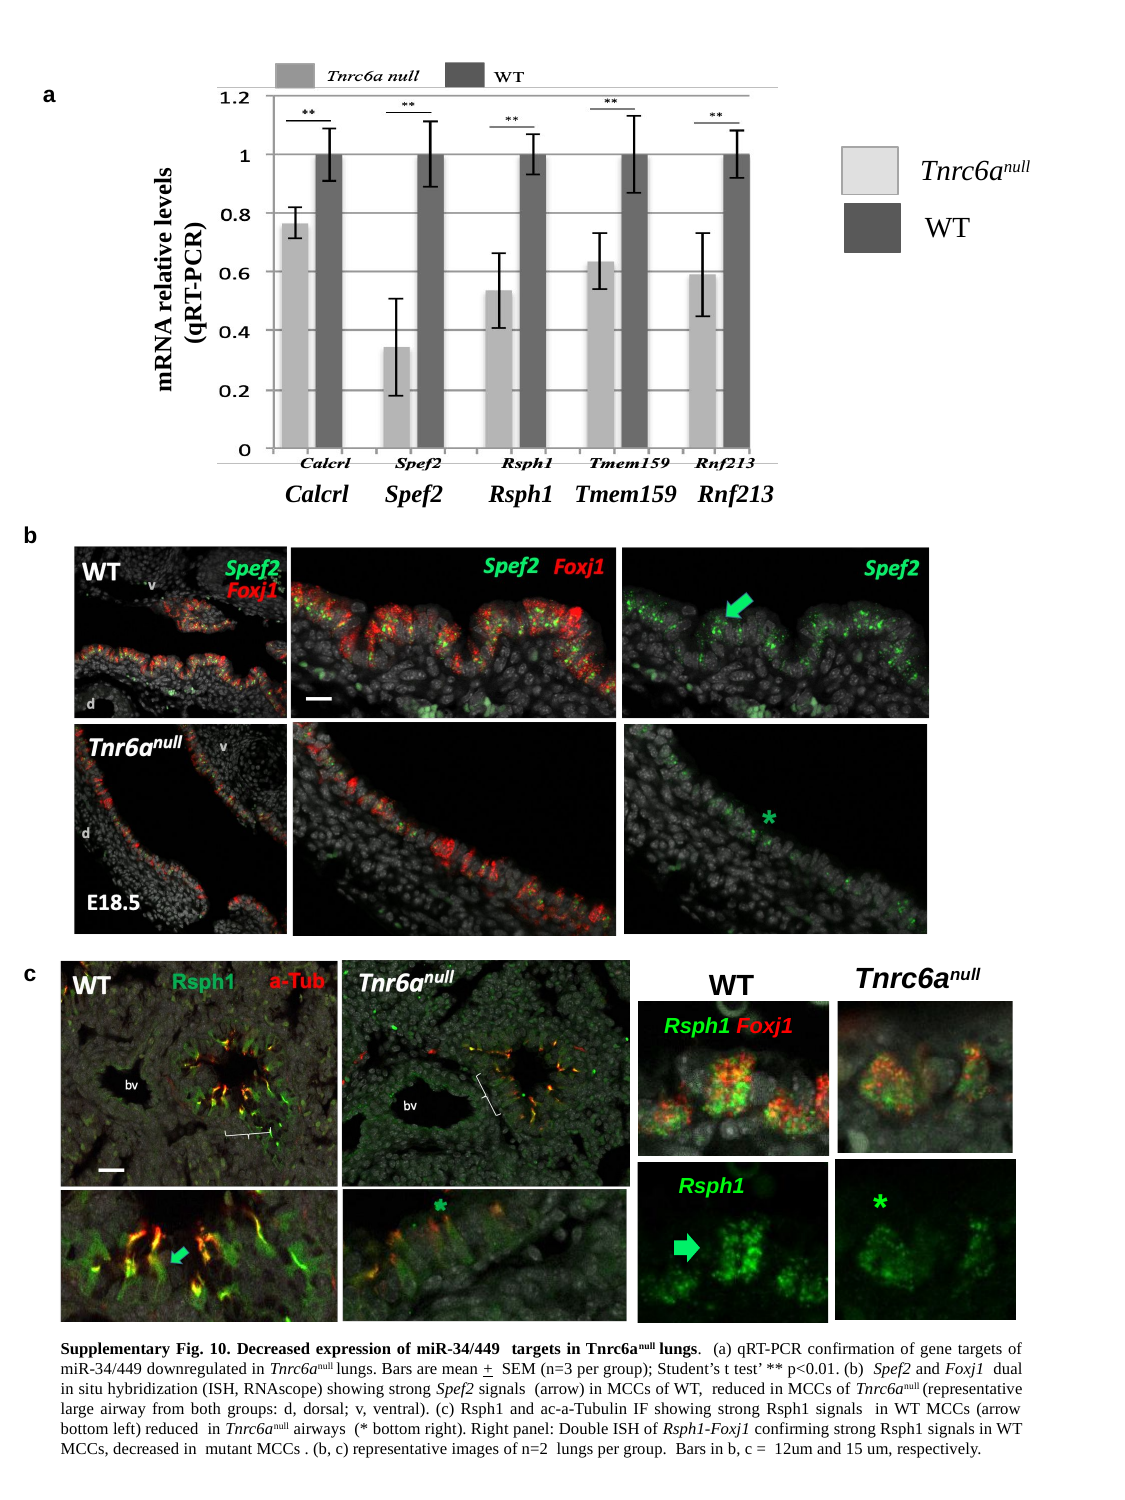

Calcrl
Spef2
Rsph1
Tmem159
Rnf213
a
Tnrc6anull
WT
 mRNA relative levels
(qRT-PCR)
b
I
c
Tnrc6anull
WT
Rsph1 Foxj1
Rsph1
*
I
Supplementary Fig. 10. Decreased expression of miR-34/449 targets in Tnrc6anull lungs. (a) qRT-PCR confirmation of gene targets of miR-34/449 downregulated in Tnrc6anull lungs. Bars are mean + SEM (n=3 per group); Student’s t test’ ** p<0.01. (b) Spef2 and Foxj1 dual in situ hybridization (ISH, RNAscope) showing strong Spef2 signals (arrow) in MCCs of WT, reduced in MCCs of Tnrc6anull (representative large airway from both groups: d, dorsal; v, ventral). (c) Rsph1 and ac-a-Tubulin IF showing strong Rsph1 signals in WT MCCs (arrow bottom left) reduced in Tnrc6anull airways (* bottom right). Right panel: Double ISH of Rsph1-Foxj1 confirming strong Rsph1 signals in WT MCCs, decreased in mutant MCCs . (b, c) representative images of n=2 lungs per group. Bars in b, c = 12um and 15 um, respectively.

## Slide 13
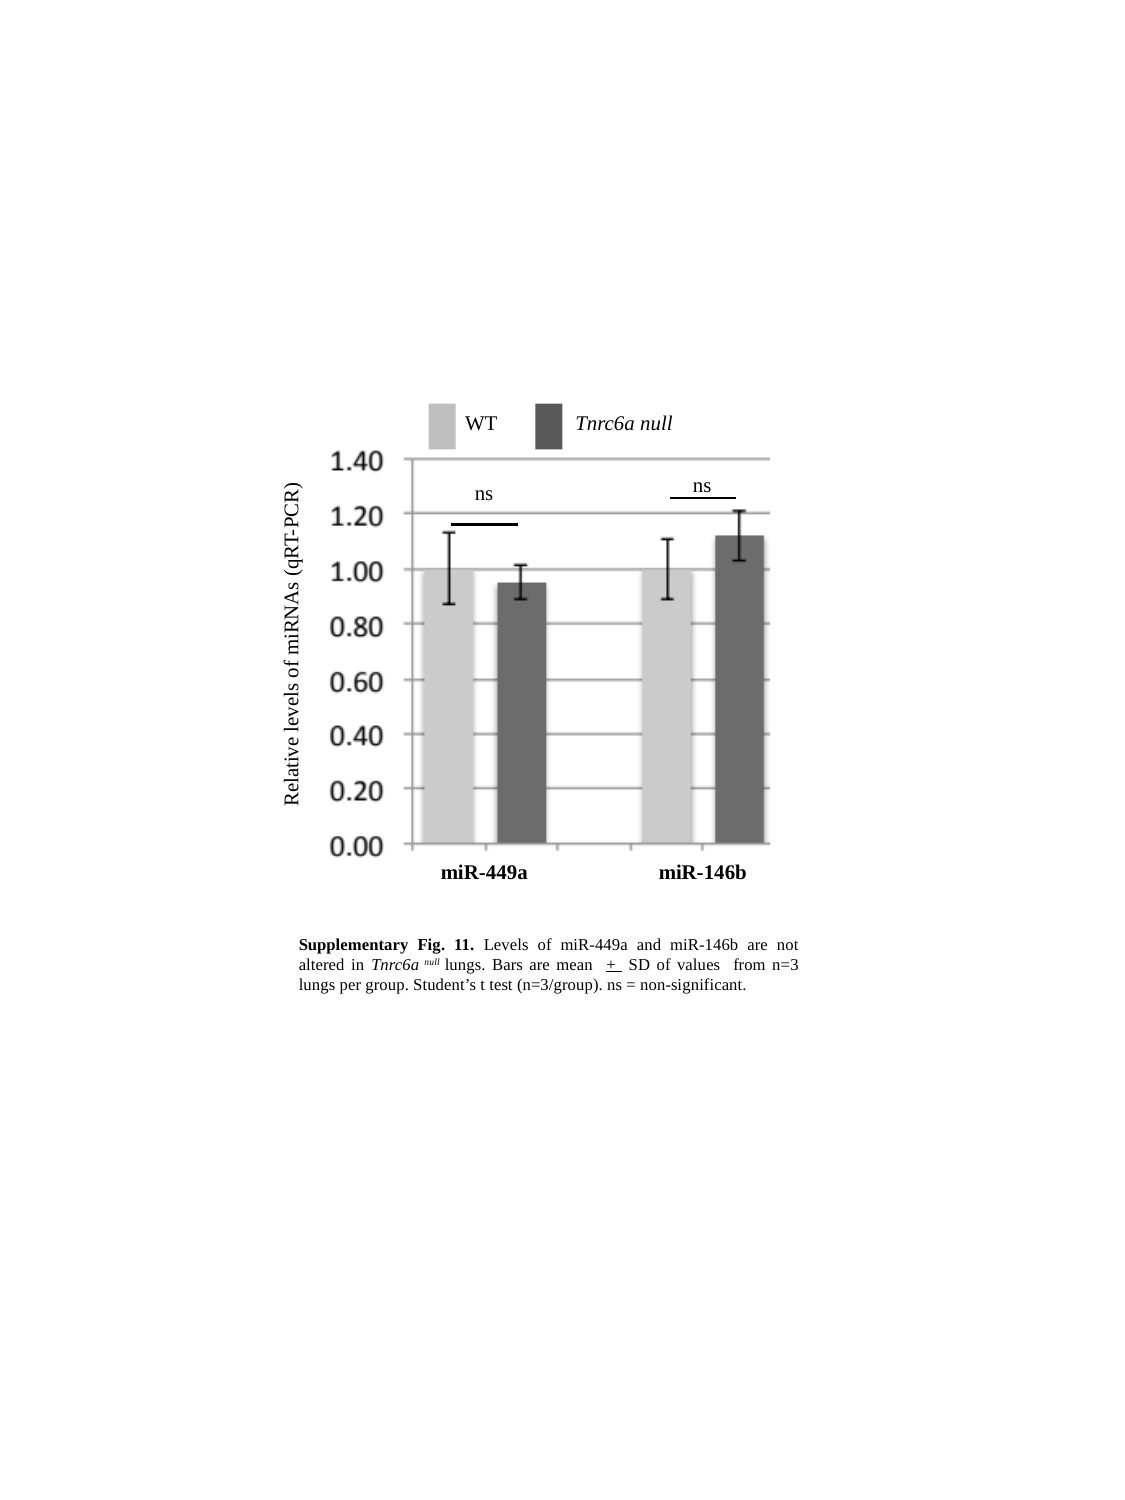

WT
Tnrc6a null
ns
ns
Relative levels of miRNAs (qRT-PCR)
miR-449a
miR-146b
Supplementary Fig. 11. Levels of miR-449a and miR-146b are not altered in Tnrc6a null lungs. Bars are mean + SD of values from n=3 lungs per group. Student’s t test (n=3/group). ns = non-significant.

## Slide 14
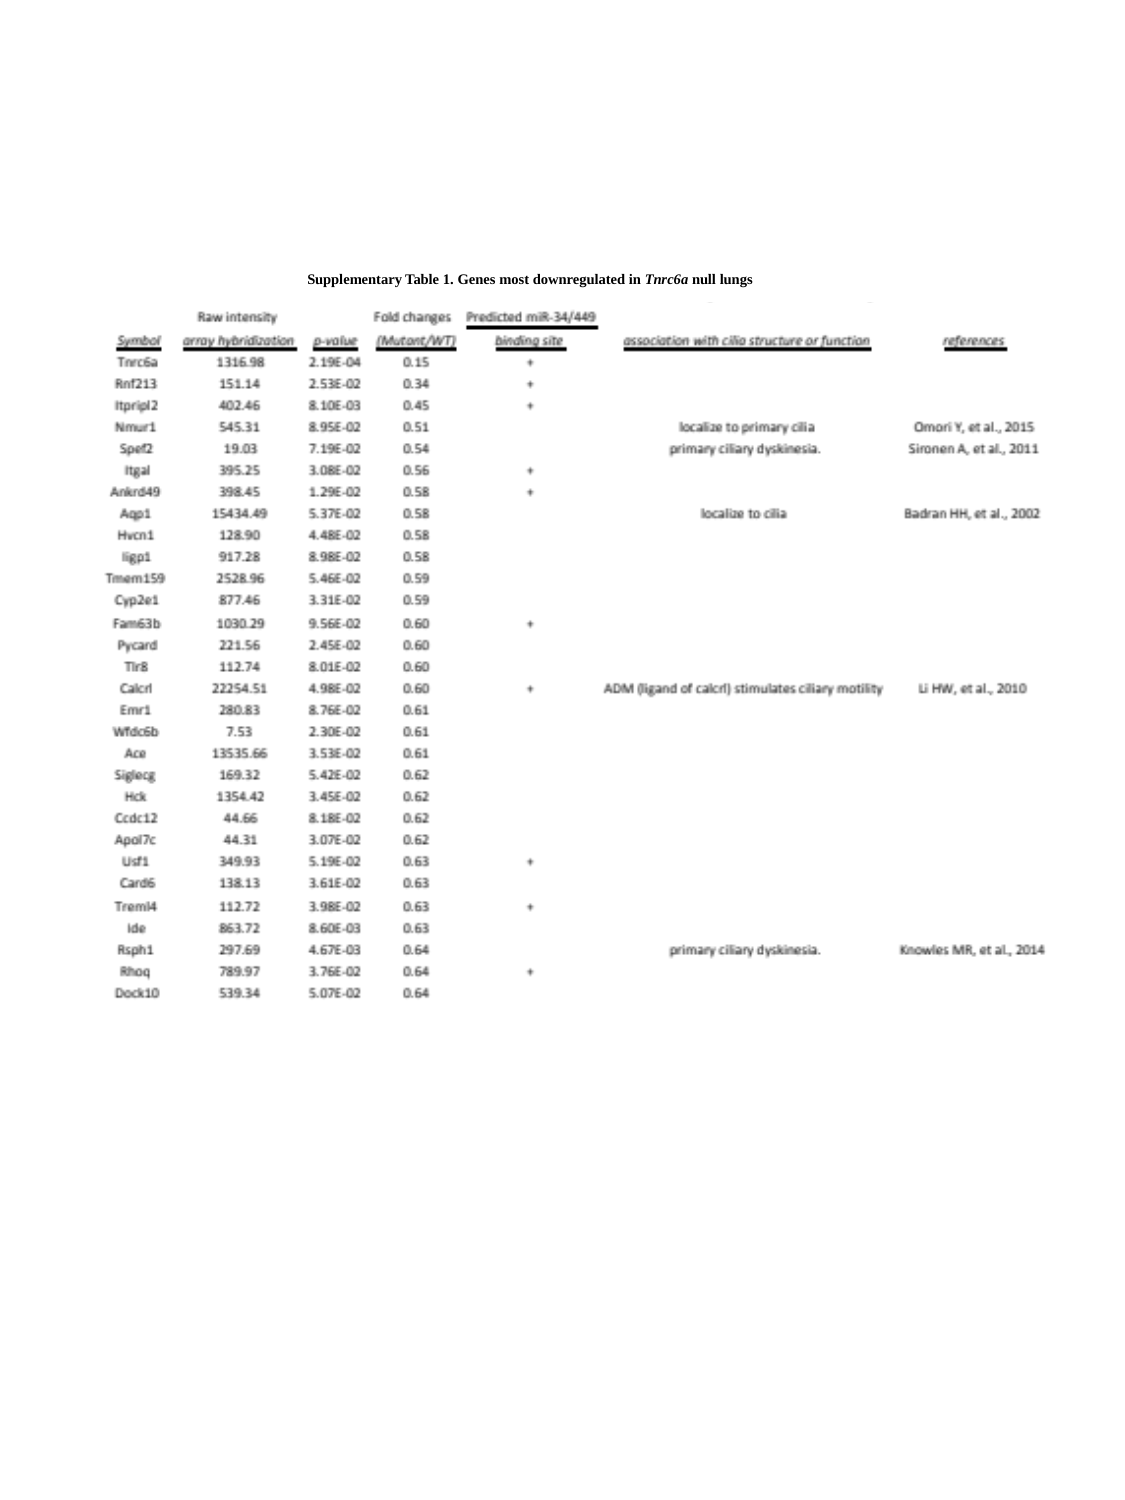

Supplementary Table 1. Genes most downregulated in Tnrc6a null lungs

How the deposited data were processed for this re-analysis (not part of the article)

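Gene expression was measured in whole lungs of E18.5 mouse embryos, 3 WT and 3 *Tnrc6a* null, each from a single embryo on an Affymetrix whole-transcript gene array. Genotype and replicate were taken from the sample labels. The yolk sac arrays, the qRT-PCR and the imaging of the paper were not analysed here.

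The authors deposited values on a log scale that the labels call log2, 1 for each probe set and lung. The submitters' processing notes name MAS5; its version, its settings and any further normalization are not given in the sources used here. The log base stays open, because the folds of Supplementary Table 1 are met with base e and not with base 2, so no fold is derived from the deposited values outside the comparison with that table. The array medians lay within 0.05 of each other, and the values were used as deposited. No scanner data were used, so signal over background was not measured; dim genes were kept. The number of arrays limits the precision.

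From the 35045 probe sets, the 21789 with 1 gene symbol were kept, 21698 of them brought to current symbols by Entrez ID through an annotation of assembly GRCm38.p6. That annotation served only for names and for which genes neighbour each other, and no coordinates are given because the array annotation names no build. The brightest of several probe sets stood for a gene (999 genes had several). The 19938 genes were tested with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a trend of the spread on the signal), *Tnrc6a* null minus WT, with Benjamini-Hochberg adjustment and a threshold of 0.05. Gene lists were tested with camera and a preset correlation of 0.01, each against all other genes and adjusted over the 26 lists. Single values of a list per lung were compared with exact permutation tests, and shares with Fisher's exact test or binomial intervals, with scipy 1.17.1 in Python 3.11.15, pandas 2.3.3 and, for the plots, matplotlib 3.10.9. The procedure was tested on simulated data made from the means and spread of these arrays. In these data 200 genes were changed, and the motile cilium list was lowered and some genes near *Tnrc6a* were raised besides. Of the 200 the procedure called 29.9%, 70.1% and 97% of those changed by 0.5, 1 and 2. It called 7 of the 19643 genes left unchanged. The shares called depend on how many genes were changed, because many true calls loosen the adjusted threshold.

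Before the data were examined, the following were set: the grouping, the tests, the gene lists (with Supplementary Table 1 already read), the count of genes within 10 Mb of *Tnrc6a*, and the rule for the genes named. That rule takes the genes the paper's text studies in lung or airway cells, the genes of Supplementary Table 1 (their values in the table seen), the 10 largest rises and falls past the adjusted threshold with no overlap of the genotypes, filled by the smallest unadjusted p under the same condition, and up to 4 members with the smallest p in each list described. Other genes named in the closing section, and the genes named because the list of miR-34 and miR-449 targets shares them with another list, were chosen after their values were seen. The alternatives set at the same time were quantile normalization, median centring, a filter on dim genes, the mean of probe sets, eBayes without trend, robust eBayes, array weights, the replicate number as a block, the methods' t-test, leaving out each lung, an estimated correlation and fry for the lists, lists without the neighbours of *Tnrc6a*, and distances of 5 Mb and 20 Mb. Quantile normalization and centring were first run over the probe sets with 1 symbol and then, after those counts had been seen, over all probe sets as first written; both forms are reported. A block for WT replicate 1 and null replicate 3, and a fit without both, were added after the data were seen.

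The tests of miRNA site sets, and of the share lower among changed genes with a miR-34 or miR-449 site, were planned and not run, because they need 3' UTR sequences that were not used here. The gene *Rpl3* had no probe set with 1 symbol and has no value.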

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

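Of the tests below, the shift of genes by signal, the interval of the share of genes near *Tnrc6a*, the neighbour counts at stricter limits, the 2 lungs that stand apart and the delay of maturation were chosen after the result was seen.

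MicroRNA genes between *Dlk1* and *Dio3*, an imprinted domain that the paper does not discuss, had higher values in the null lungs. Of 40, 25 lay at an unadjusted p under 0.05, all 25 higher, and 0 passed the adjusted threshold of limma (11 with a block for WT replicate 1 and null replicate 3, 4 without both); of 251 microRNA genes elsewhere, 10 were higher and 1 lower at that limit. Their mean deviation was 0.192, 0.227 and 0.205 in the null lungs and -0.13, -0.28 and -0.214 in the WT lungs (exact two-sided permutation test, p = 0.1, the smallest that 3 lungs against 3 allow), and 20 lay at that limit after quantile normalization or median centring. The difference was 0.04 for *Dlk1* and 0.09 for *Meg3*, the noncoding RNA of this domain. The domain was picked after its values were seen.

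*Hbb-y*, an embryonic globin gene outside those the paper discusses, had a difference of 1.523 (standard error 0.396, adjusted p = 0.89 from limma), at 5.82, 4.77 and 6.58 in the null lungs and 4.62, 4.05 and 3.93 in the WT lungs.

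Interferon response genes, also outside the paper's discussion, had a mean difference of -0.328 (adjusted p = 0.000102 from camera, and adjusted p = 0.727 with an estimated correlation), with lungs of both genotypes at the lower end, -0.461 in WT replicate 1 and -0.518 in null replicate 3, and the list was not called without WT replicate 3 (-0.135) or without null replicate 3 (-0.151) and stood at -0.641 without WT replicate 1.

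Bright genes were lower and dim genes higher in the null lungs, with the median differences of the brightest and the dimmest 10% of genes 0.217 apart. Other splits of the 6 lungs gave a difference of up to 0.297, and 2 of them one at least as large, which is consistent with differences between arrays in the spread of signal that do not follow genotype. Quantile normalization over all probe sets left 60.2% of the genes past an unadjusted p of 0.05 and above the median signal lower, against 77.6% before, and over the probe sets with 1 symbol 47.3%, but that step removes an array difference and a real shift of this shape alike. The authors' normalization and an effect of genotype on bright genes therefore cannot be told apart here.

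Genes near *Tnrc6a* could carry DNA of another mouse strain, since the gene trap was made on a mixed background and then backcrossed. Within 10 Mb 14 of 238 genes (5.88%) lay at an unadjusted p under 0.05, at the 63.2 percentile of windows of 20 Mb, but the exact 95% interval of that share, 3.25% to 9.67%, reaches past the 95th percentile of the windows (9.09%), so the count leaves this open. Of 18 other forms of the count, near *Tnrc6a* or over its chromosome and picked after the values were seen, 4 had an adjusted p under 0.05 (range over the 18, 0.0073 to 1), each for genes lower in the null lungs; at p under 0.01 these were 5 of 238 near genes against 86 of 19613 others (adjusted p = 0.0215, Fisher's exact test). The 5 are *Gtf3c1*, *Scnn1b*, *Itgal*, *Pycard* and *Tmem159*, the last 3 of which stand in Supplementary Table 1. No test here separates a strain difference from an effect of *Tnrc6a* on these genes.

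Higher proliferation genes beside lower alveolar type 1 genes could come from the 2 lungs that stand apart, WT replicate 1 and null replicate 3. For the type 1 list the values argue against these lungs as the whole cause. Null minus WT it differed by -0.192 between these 2 lungs and by -0.199 among the other 4. The 95% interval over the 4 lungs, -0.397 to -0.001, only just leaves out 0. Over all 6 lungs the interval of this list was -0.406 to 0.012, so a fall of the list is itself not settled over the lungs. The proliferation list differed by 0.163 between the 2 and by 0.261 among the other 4, where the genotypes did not overlap, but the interval over the 4 lungs, -0.37 to 0.892, leaves this open. The type 2 list stood at -0.022, above the type 1 list by 0.175 (95% interval over the lungs 0.09 to 0.259). In every null lung this gap was above that of every WT lung (exact two-sided permutation test, p = 0.1, the smallest possible). The 2 alveolar lists were thus not lowered alike. A delay of maturation that lowers both alike was put in that form after these values were seen, so the gap is no test of a delay. A delay of maturation, also one that touches type 1 cells alone, and an effect of genotype on proliferation stay open.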

How the results depend on the processing

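The fits with the 2 lungs that stand apart, and both normalizations over the probe sets with 1 gene symbol, were chosen after the data were seen. *Tnrc6a* kept its direction in every setting run, and it passed the adjusted threshold in all but the methods' t-test (-1.933) and the fit without WT replicate 3 (range without 1 lung -2.01 to -1.805). Genes past the adjusted threshold numbered 1, against 2 with array weights, 0 with the methods' t-test, 0 to 1 without 1 lung, 56 with a block for WT replicate 1 and null replicate 3 and 23 without both. These 2 lungs were found from the data and are no condition, so p-values with that block are optimistic. Genes at an unadjusted p under 0.05 numbered 1081, against 686 without genes below the median signal (fewer genes tested), 2447 with array weights, 614 to 1730 without 1 lung, 2971 with that block and 2895 without both lungs. The share of them that was lower, 54.7%, was 77.2% with median centring, 78% without dim genes, 37.6% without the trend in eBayes, 31.6 to 74.2% without 1 lung, 60.2% without both lungs, and 46% and 42% with quantile normalization and centring over the probe sets with 1 symbol. Except for the smaller sets of genes or lungs, the cause was not tested.

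The lungs share replicate numbers, and deviations from the group means correlated between lungs of the same number at -0.295, 0.361 and -0.162. Not every lung correlated best with its own number, and WT replicate 1 correlated with null replicate 3 at 0.538. These values show no clear pairing by number. They cannot exclude one, because the likeness of WT replicate 1 and null replicate 3 bears on every deviation. With the replicate block, 1 gene passed the adjusted threshold and 822 lay at an unadjusted p under 0.05.

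Camera called 9 lists, 6 to 15 without 1 lung, 0 with an estimated correlation, 0 with fry, and with the block for the 2 lungs 0 with an estimated correlation and 1 with fry. The proliferation list (0.228, 0.131 to 0.358 without 1 lung) was not called with an estimated correlation (adjusted p = 0.683), fry (0.568), or either with that block (0.423 and 0.303). The list of miR-34 and miR-449 targets (-0.084 to -0.06 without 1 lung) was not called with quantile normalization (-0.058, or -0.035 over probe sets with 1 symbol), among bright genes (-0.075), or, at -0.073, with the methods' t-test or with an estimated correlation or fry, the last 2 with or without that block; it was also not called without WT replicate 1 or without null replicate 2. The motile cilium list ranged over -0.064 to -0.024 without 1 lung, and it was called without WT replicate 2 or null replicate 1. The share of genes at an unadjusted p under 0.05 within 10 Mb of *Tnrc6a* minus that elsewhere was -3.22 to 1.66 percentage points without 1 lung, -3.06 with array weights, -2.8 with the block for the 2 lungs, -4.1 without both and 3.53 at 20 Mb, where it passed Fisher's exact test (p = 0.000406). At 20 Mb 165 of 622 genes are olfactory or vomeronasal receptor genes, and without these, a test chosen after the result was seen, the shares were 6.78% and 5.1% (Fisher's exact test, p = 0.108). Signal over background was not measured, so what it limits among dim genes is open.

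Values that did not pass a test with all 6 lungs turned sign, and none passed where its sign had turned. With quantile normalization these were Tnrc6b 0.046, cartilage list -0.025, lymphocyte list -0.089, miRNA silencing and mRNA decay list 0.009, neuroendocrine cell list -0.031, skeletal muscle list -0.013, Edc4 0.024, Xrn1 0.028, and over the probe sets with 1 symbol Tnrc6b 0.052, alveolar type 2 cell list 0.008, cartilage list -0.007, lymphocyte list -0.095, miRNA silencing and mRNA decay list 0.028, neuroendocrine cell list -0.016, Edc4 0.039, Ddx6 0.031, Xrn1 0.04. With median centring they were cartilage list -0.016, centriole and deuterosome assembly list -0.017, lymphocyte list -0.025, neuroendocrine cell list -0.002, and over the probe sets with 1 symbol Tnrc6b 0.017, Edc4 0.013, Ddx6 0.01, Xrn1 0.007. The cartilage list was at -0.053 without dim genes. With array weights they were Tnrc6b 0.038, cartilage list -0.03, lymphocyte list -0.043, Ccp110 0.003, Ddx6 0.085, and without both lungs Tnrc6b 0.05, cartilage list -0.075, hypoxia response list -0.015, lymphocyte list -0.07, neutrophil list -0.029, skeletal muscle list -0.012, Ccp110 0.04, Cetn3 0.02, Ddx6 0.095. Without 1 lung the ranges were Tnrc6b -0.128 to 0.152, alveolar type 2 cell list -0.056 to 0.003, basal cell list -0.004 to 0.191, cartilage list -0.046 to 0.068, centriole and deuterosome assembly list -0.007 to 0.055, club and secretory cell list -0.182 to 0.002, heart muscle list -0.217 to 0.031, hypoxia response list -0.034 to 0.109, immediate early response list -0.096 to 0.026, lymphocyte list -0.085 to 0.065, mesothelial cell list -0.136 to 0.021, neuroendocrine cell list -0.014 to 0.069, neutrophil list -0.113 to 0.231, skeletal muscle list -0.017 to 0.15, Ccp110 -0.135 to 0.045, Cep135 -0.193 to 0.012, Cetn3 -0.103 to 0.032, Edc4 -0.027 to 0.023, Ddx6 -0.135 to 0.17. Some ends of these ranges passed camera's threshold with the sign of all 6 lungs: basal, club, heart muscle, hypoxia and skeletal muscle without null replicate 1, and neutrophil without WT replicate 3. The cause was not tested.

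Among the results for single genes and for the other lists, 1524 values kept their direction and side of the threshold, 32 newly passed it and 38 no longer did. The tests of miRNA site sets were not run, because they need 3' UTR sequences, not used here.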

Differences from the paper's values

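The comparison of *Trim12c* with the table and the dimmer probe sets of *Itpripl2* and *Spef2* were chosen after the values were seen. The tests in this part were set before.

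In Supplementary Table 1, a picture, the paper's fold of null over WT is about 0.34 for *Rnf213*, read by eye, and the value here is 0.623 with base e, on which most of the table's folds are met (0.72 with base 2). It differed under each of the alternatives set before the data were examined, at 0.511 to 0.718 without 1 lung. The paper's fold for *Itpripl2* in Supplementary Table 1 is about 0.45, read by eye, and the value here is 0.768 with base e (0.833 with base 2). Of the alternatives set before the data were examined, the mean of the gene's probe sets and the fit without WT replicate 1 gave a fold less than 1.5 times the paper's (0.596 and 0.612, neither within 0.05 of it), and the others gave one that was further off. The dimmer probe set of *Itpripl2*, chosen after the values were seen, stood at -0.77 on the deposited log scale, a fold of 0.461 with base e, which meets the paper's value; taking it for this gene alone drops none of the table's other genes. *Itpripl2* lies within 10 Mb of *Tnrc6a*. Also more than 0.05 from the paper's folds in Supplementary Table 1, read by eye, though within 1.5 times them, were *Spef2*, about 0.54 in the paper and 0.741 here with base e, and *Ccdc12*, about 0.62 in the paper and 0.896 here. Among the 22 probe sets of *Spef2*, 2 dim ones met the paper's value, with folds of 0.547 and 0.556 with base e. They were chosen after the values were seen, and the others lay further off. The fold of *Spef2* was more than 1.5 times the paper's with the mean of its probe sets (0.856), with array weights (0.815, a gap within the spread of the lungs), without WT replicate 1 (0.946) and without null replicate 1 (0.848), and that of *Ccdc12* without WT replicate 2 (0.988) and without null replicate 3 (0.967).

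The paper states that proliferation genes, and genes of the differentiation of other lung cell types, were not significantly changed. In the main fit no single gene of these lists passed the adjusted threshold of limma, as in the paper's statement, and none of the lists passed with an estimated correlation or with fry. With a block for WT replicate 1 and null replicate 3, the endothelial genes *Ace* (adjusted p = 0.0105 from limma) and *Calcrl* (adjusted p = 0.0407) passed. *Ace* also passed without both lungs (adjusted p = 0.0446). These lungs were found from the data, so these p-values are optimistic. With camera's preset correlation of 0.01 the proliferation list was higher, by 0.228 (adjusted p = 3.89e-09), and the alveolar type 1 list lower, by -0.197 (adjusted p = 3.63e-07), with the endothelial, lymphatic and mesenchymal lists.

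The paper's table is headed as the genes most reduced, and all 29 of its measured genes were lower. *Trim12c*, which it does not list, stood at -0.93. With the brightest probe set of each gene this lies beyond every measured gene of the table but *Tnrc6a* (next *Nmur1*, at -0.62). The dimmer probe set of *Itpripl2* lay at -0.77, and the paper's fold for *Rnf213*, about 0.34 in Supplementary Table 1, read by eye, is below the 0.393 of *Trim12c* with base e.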

Other observations

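The counts of splits for genes at an unadjusted p under 0.05 and for lists, the fit without WT replicate 1 and null replicate 3, and the normalizations over the probe sets with 1 symbol were chosen after the result was seen; the tests of blood, leukocytes and sex were set before.

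Macrophage and monocyte genes were lower as a group in the null lungs, with 23 of 29 lower and a mean difference of -0.186 (adjusted p = 0.000294 from camera, and adjusted p = 0.727 with an estimated correlation). *Mrc1*, the mannose receptor of macrophages, stood at -0.42 and the macrophage marker *Adgre1* at -0.51. The list was not called without WT replicate 3 (-0.093) or without null replicate 3 (-0.054), and it stood at -0.33 without WT replicate 1. Erythroid genes were higher, with 11 of 14 higher and a mean difference of 0.232 (adjusted p = 0.00833 from camera, and adjusted p = 0.683 with an estimated correlation). The embryonic globin genes *Hbb-y*, at 1.523, and *Hba-x*, at 0.66, passed when adjusted over the list alone. These 2 genes raise the mean of the list, whose median difference was 0.145. No other member lay at an unadjusted p under 0.05. The erythroid list was not called without WT replicate 1 (0.169), without null replicate 3 (0.185), with array weights (0.162), with quantile normalization over all probe sets (0.176) or those with 1 symbol (0.192), or without both WT replicate 1 and null replicate 3 (0.121, adjusted p = 0.467), and the difference between these 2 lungs was 0.453. Neutrophil genes had a mean difference of 0.089 (adjusted p = 0.486), *Lcn2* at 0.91, and lymphocyte genes of 0.012 (adjusted p = 0.627). The neutrophil list passed without WT replicate 3 (0.231, adjusted p = 0.0376) and stood at -0.113 without WT replicate 1.

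A smaller share of blood in the null lungs would lower erythroid genes too. Their mean difference was 0.232, above 0 in each alternative run, though *Hbb-y* and *Hba-x* raise it, and their median difference was 0.145. A smaller share of leukocytes stays open, because the neutrophil list stood at 0.089 with a standard error of 0.067 over its genes. Over the lungs the 95% interval of this list was -0.542 to 0.72, which leaves its direction open.

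The difference was -0.003 for *Tnrc6b* (standard error 0.150), -0.093 for *Tnrc6c* (standard error 0.090) and -0.08 for *Ago2* (standard error 0.071). The sign of *Tnrc6b* flips with quantile normalization and with centring over the probe sets with 1 symbol. Genes of miRNA silencing and mRNA decay had a mean difference of -0.020 (adjusted p = 0.486 from camera), a sign that flips with quantile normalization. With all lungs none of the remaining lists passed, at a mean difference of 0.021 for cartilage (adjusted p = 0.486), -0.078 for clock output (0.117), -0.086 for heart muscle (0.353), 0.053 for hypoxia (0.403), -0.020 for immediate early genes (0.726), -0.068 for mesothelium (0.473) and 0.056 for skeletal muscle (0.486). Without null replicate 1 the lists of heart muscle (-0.217, adjusted p = 6.47e-05 from camera), hypoxia (0.109, adjusted p = 0.0224) and skeletal muscle (0.15, adjusted p = 0.0224) passed, hypoxia also without genes below the median signal (0.058, adjusted p = 0.0374), and clock output without WT replicate 1 and null replicate 3 (-0.131, adjusted p = 0.0485).

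All 6 lungs carried the signal of Y-linked genes such as *Kdm5d* (6.58 to 6.76), and autosomes held 97.1% of the genes at an unadjusted p under 0.05 against 96.2% of all genes, which argues against the sex of the embryos as the cause.

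The 6 lungs can be split into 3 and 3 in 10 ways, too few for a share under 0.05. The numbers of splits in brackets include the real split. The real split called 1 gene at the adjusted threshold and the highest other split 9 (3 splits called at least 1). At an unadjusted p under 0.05 they called 1081 against 2845 genes (5 splits at least as many). The real split called 9 lists and the highest other split 11 (3 splits at least as many). The splits that called 9 and 7 genes both put WT replicate 1 with null replicate 3, which points to a structure of the samples. Joined by WT replicate 2 or by null replicate 2 instead, these lungs gave 0 genes at the adjusted threshold. At an unadjusted p under 0.05 those splits gave 1502 and 1609 genes, more than the real split.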
